# VviAGL11 self-regulates and targets hormone- and secondary metabolism-related genes during seed development

**DOI:** 10.1093/hr/uhac133

**Published:** 2022-06-10

**Authors:** Alessandra Amato, Maria Francesca Cardone, Nallatt Ocarez, Fiammetta Alagna, Benedetto Ruperti, Chiara Fattorini, Riccardo Velasco, Nilo Mejía, Sara Zenoni, Carlo Bergamini

## Abstract

*VviAGL11,* the Arabidopsis *SEEDSTICK* homolog, has been proposed to have a causative role in grapevine stenospermocarpy. An association between a mutation in the coding sequence (CDS) and the seedless phenotype was reported, however, no working mechanisms have been demonstrated yet. We performed a deep investigation of the full *VviAGL11* gene sequence in a collection of grapevine varieties belonging to several seedlessness classes that revealed three different promoter-CDS combinations. By investigating the expression of the three *VviAGL11* alleles, and by evaluating their ability to activate the promoter region, we observed that VviAGL11 self-activates in a specific promoter-CDS combination manner.

Furthermore, by transcriptomic analyses on ovule and developing seeds in seeded and seedless varieties and co-expression approaches, candidate VviAGL11 targets were identified and further validated through luciferase assay and *in situ* hybridization. We demonstrated that *VviAGL11* Wild Type CDS activates *Methyl jasmonate esterase* and *Indole-3-acetate beta-glucosyltransferase*, both involved in hormone signaling and *Isoflavone reductase*, involved in secondary metabolism. The dominant-negative effect of the mutated CDS was also functionally ectopically validated in target induction. VviAGL11 was shown to co-localize with its targets in the outer seed coat integument, supporting its direct involvement in seed development, possibly by orchestrating the crosstalk among MeJA, auxin, and isoflavonoids synthesis.

In conclusion, the *VviAGL11* expression level depends on the promoter-CDS allelic combination, and this will likely affect its ability to activate important triggers of the seed coat development. The dominant-negative effect of the mutated VviAGL11 CDS on the target genes activation was molecularly validated. A new regulatory mechanism correlating *VviAGL11* haplotype assortment and seedlessness class in grapevine is proposed.

## Introduction

Seedlessness in table grapes is one of the most desired traits by consumers and for this reason, it is one of the most important targets of a breeding program. Seedlessness in grapes may arise from parthenocarpy or stenospermocarpy mechanisms: the former does not require pollination and the latter consists of an embryo abortion with consequent seed development regression after full fertilization [1]. Most seedless commercial table grapes are stenospermocarpic and the character is derived by crossings from the Thompson Seedless variety (other synonyms: Sultanina, Sultana) or their seedless descendants. In Thompson Seedless the first occurrence of stenospermocarpy took place in an unknown era: humankind selection and vegetative propagation preserved such an unfavorable trait and allowed it to spread. Over the last century, many studies tried to unravel the genetic mechanism behind stenospermocarpy in grapes, mostly by employing the pseudo-test cross F1 mapping population strategy [2]. Before the advent of molecular markers, which allowed the building of genetic maps, seedlessness was described as a quantitative character and so a model involving three loci regulated by a dominant locus was proposed [2, 3]. Costantini and colleagues identified the major QTLs on chromosome 18 and firstly proposed *VviAGL11* as a candidate gene for seedlessness in grapevine [1]. The nature of the dominant locus makes the character highly hereditable and perfectly suited for marker-assisted selection [4]. An efficient marker (named p3_VvAGL11) was further identified in the promoter region of the *VviAGL11* gene which proved the tight linkage between the seedlessness trait and this gene [5–7].

The *VviAGL11* is a member of the MADS-box transcription factor (TF) family reported for a broad range of species [8]. VviAGL11 has been described as homolog to SEEDSTICK (STK) or AGAMOUS-LIKE 11 (AGL11), which specifically controls ovule morphogenesis and seed coat differentiation in *Arabidopsis thaliana* [9].

Previous studies have demonstrated that *VviAGL11* has a causative role in stenospermocarpy in grape [5, 10]. Indeed, a full correlation was shown of a missense mutation Arg197Leu in exon 7 of *VviAGL11* with seedlessness in cultivated grapevine [11]. The mutated seedless version has a partial dominance over seeded alleles, allowing breeding for seedlessness based in heterozygous seedlings. Moreover, sequence data on the regulative region of *VviAGL11* showed low recombination rates between the promoter and the CDS regions, thus suggesting the existence of a Linkage disequilibrium in that region [12]. The existence of incomplete dominance of some alleles in the promoter region has been also observed [5, 10, 12]. Besides this genetic and transcriptional data confirming a major role of *VviAGL11* in grape stenospermocarpy, no functional evidence nor a working mechanism has yet been defined.

To this aim, we sequenced and analyzed the complete *VviAGL11* gene in grapevine varieties representing different seedlessness classes. We demonstrated the existence of specific promoter-coding sequence (CDS) combinations that directly affect the *VviAGL11* expression level. Transcriptomic analyses on ovule and developing seeds in seeded and seedless varieties highlighted the role of *VviAGL11* in hormone signaling and phenylpropanoid metabolism. In this regard, we identified and functionally validate a *Methyl jasmonate esterase*, an *Indole-3-acetate beta-glucosyltransferase,* and an *Isoflavone reductase*, as direct targets of *VviAGL11.* All our findings allowed us to define a regulatory mechanism correlating the haplotype assortment, the *VviAGL11* expression level, and seedlessness class in grapevine.

## Results

### VviAGL11 specific promoter-CDS combination

The full gene sequence of *VviAGL11*, including the promoter region (−2213 to +6557 from transcription start site), was isolated and sequenced from nine grapevine varieties, representing different genetic backgrounds, and belonging to different seedlessness classes [6]. Red Globe and Almeria are seeded varieties, predicted as seeded genotypes by p3_VviAGL11 marker, while Supernova and Regal are representative of seedless varieties and predicted as seedless. Duca di Magenta, Pizzutello Bianco (named Incrocio Prosperi 105), and Incrocio Pirovano 77 are seeded varieties carrying the seedless allele defined by the p3_VvAGL11 marker. Conegliano Precoce 218 is a seeded variety characterized by the presence of a seedless-like variant for the p3_VvAGL11 marker. Finally, Afrodita is homozygous for the seedless allele of the p3_VviAGL11 marker and it is a stenospermocarpic cultivar with large green vital rudiments (Fig. 1).

**Figure 1:**
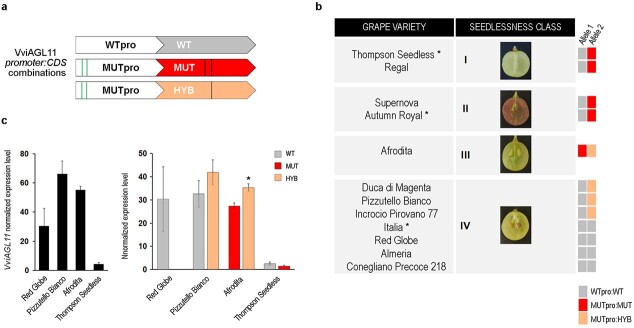
*VviAGL11* gene sequencing and expression analyses. **a** Schematic representation of the specific promoter-CDS association identified between the three main CDSs highlighted (WT, MUT, and HYB) and the promoters defined (WTpro and MUTpro). **b** Schematic representation of the specific *VviAGLL1* promoter-CDS combination identified in both alleles in seeded and seedless grape varieties. For varieties marked with an asterisk (^*^), the *VviAGL11* gene sequence was retrieved by previous works [13,14]. **c** Total *VviAGL11* expression level (on the left) and specific WT, MUT, and HYB *VviAGL11* CDSs expression level (on the right) in Red Globe, Pizzutello Bianco, Afrodita, and Thompson Seedless seeds at the pre-veraison stage. Quantitative real-time polymerase chain reaction (RT-qPCR) was performed as previously described [15]. Primer sets used are listed in Table S2 and primers allele specificity was demonstrated (Figure S1). Each value corresponds to the mean ± SD of three biological replicates relative to the *Glyceraldehyde-3-Phosphate Dehydrogenase-C2* internal control. Asterisks (^*^, p < 0.01) indicate significant diffrences. SD, Strandard Deviation.

Taking into consideration the already described *VviAGL11* gene sequence of the seeded Italia cultivar and the seedless Autumn Royal and Thompson Seedless cultivars [13, 14] three main CDSs were highlighted and named as follow: (i) seeded (wild type, WT), (ii) seedless (mutated, MUT) harboring the causative Arg197Leu substitution and the Thr210Ala substitution (iii) hybrid (HYB), sharing with the MUT variant only the Thr210Ala substitutions (Fig. 1a). The WT CDS was found in all analyzed cultivars except in Afrodita. The MUT CDS was found only in seedless varieties (i.e. Thompson Seedless, Regal, Supernova, Autumn Royal, and Afrodita) and HYB CDS was found in Afrodita, Duca di Magenta, Pizzutello Bianco, and Incrocio Pirovano 77 (Fig. 1b; Table S1). Concerning the regulatory region, many SNPs and INDELs were identified among different alleles. Based on sequence comparisons using accurate Sanger sequences from our recent study [12], we were able to define two main promoter types: (i) seeded (wild type promoter, WTpro) and seedless (mutated promoter, MUTpro). The main differences that distinguish promoters apparently reside in the INDELs that define the p3_VviAGL11 marker, indeed the largest sizes of such marker were clustered together in the MUTpro group (Figure S1). Interestingly, a full association between WTpro and WT CDS, and between MUTpro with either MUT or HYB CDS, was revealed, allowing us to define three specific promoter-CDS combinations (Fig. 1b).

The expression level of the WT, MUT, and HYB CDSs was assessed in four varieties representing different promoter-CDS combinations: Red Globe was analyzed as homozygous for the WT allele, Pizzutello Bianco as heterozygous with WT and HYB alleles, Thompson Seedless as heterozygous with WT and MUT alleles, and Afrodita as heterozygous cultivar with HYB and MUT alleles. The analysis was performed on developing seeds collected at the pre-veraison stage (E-L stage 34) at which *VviAGL11* reaches a high level of expression [5]. The highest total *VviAGL11* expression was found in Pizzutello Bianco, with a slightly higher expression level of HYB allele (p < 0.005) (Fig. 1c). In Red Globe, the total expression of *VviAGL11* was about half the expression observed in Pizzutello Bianco, although a very similar expression level of WT allele was detected in the two seeded varieties. In Thompson Seedless, we reported the lowest *VviAGL11* total expression level, with a slightly higher expression of WT allele although not statistically significant. Noteworthy, in Afrodita, a stenospermocarpic variety that produces vital, large but not lignified large rudiments, the total expression of *VviAGL11* resulted very high, with the HYB allele more expressed than MUT (p < 0.01).

### VviAGL11 regulates its transcription in a specific promoter-CDS manner

Different combinations of the three CDSs and WT and MUT promoter were tested by GUS fluorimetric assay in agroinfiltrated *Nicotiana benthamiana* leaves demonstrating that VviAGL11 can activate its own transcription (Fig. 2). Both WT and MUT CDSs strongly activate *WTpro*, to a similar extent, whereas HYB CDS is completely unable to activate it. The combined action of WT and MUT CDSs can still activate *WTpro* but to a considerably lesser extent. On the other hand, all CDSs activate *MUTpro*, with a significantly stronger induction (p < 0.05) exerted by HYB CDS in comparison with WT and MUT (Fig. 2). Moreover, when MUT CDS is used together with HYB CDS, the MUTpro is still induced, supporting the *VviAGL11* expression pattern found in Afrodita (Figure 1c). Nevertheless, MUT CDS partially inhibits the ability of WT and HYB to activate WT and MUT regulative region respectively.

**Figure 2:**
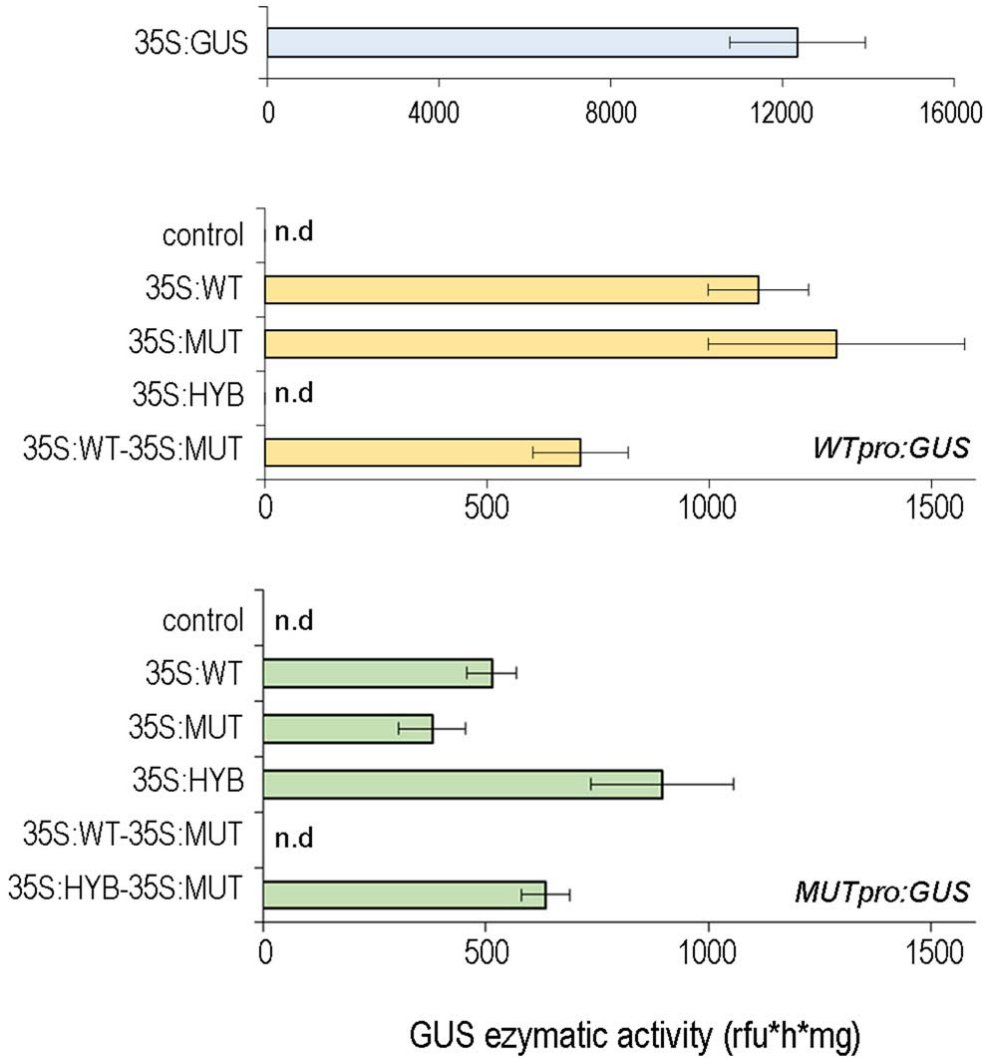
VviAGL11 self-activation. The ability of WT, MUT, and HYB CDSs to activate both WT and MUT VviAGL11 regulative regions was assessed by performing a GUS fluorimetric assay in Nicotiana benthamiana leaves. Plants agroinfected with a 35S:GUS construct as positive control shows a strong GUS enzymatic activity, while no activity was detected in negative controls performed by infiltrating plants with only reporter vectors (WTpro:GUS or MUTpro:GUS constructs). Each test was performed in biological triplicate and each value was measured in triplicate. Each value corresponds to the mean ± SE. SE, Standard error.

Interestingly, *MUTpro* activation by WT and MUT CDSs resulted significantly lower (p < 0.05) than that observed for *WTpro*, suggesting that the proposed VviAGL11 self-activation mechanism depends on the specific promoter sequence rather than Arg197Leu substitution in the CDS. In line with this hypothesis, we observed that when both WT and MUT CDSs are simultaneously used, no activation was detected for *MUTpro* (Fig. 2).

Moreover, the HYB alleles showed an opposite behavior of WT and MUT CDSs, being able to strongly activate *MUTpro* and not *WTpro*. This could suggest a peculiar mechanism of *VviAGL11* expression induction exerted by HYB CDS.

Altogether these results suggest that VviAGL11 regulates its own transcription.

By searching for *cis*-elements in the WT VviAGL11 regulative region, we found four CArG boxes (consensus sequence “CC[A/T]_6-8_GG”; Figure S3a). CArG boxes have been described as MADS proteins binding site [16,17] and we can therefore suppose a physical interaction between VviAGL11 protein and VviAGL11 promoter. Moreover, a preliminary protein-DNA affinity assay based on DAP-seq assay supports this hypothesized interaction and suggests that all CArG boxes identified could be required and deserve further investigation (Figure S3b).

### Seeded and seedless varieties feature different gene modulation during ovule and seed development

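RNA from ovules and developing seeds of the seeded (SD) varieties Italia (IT) and Red Globe (RG) and of the seedless (SL) variety Thompson Seedless (TS) was hybridised to a 1-colour Agilent grapevine array. Samples came from pre-bloom (S1), post-bloom (S2), pea size (S3) and veraison (S4), with 3 replicate arrays for each variety and stage and 36 arrays in all. Autumn Royal was not analysed here, so TS alone stands for the SL side of every comparison. For each array the authors provided the intensity of every spot as processed by the Agilent Feature Extraction software, which had corrected for background within the array only. The authors also deposited a matrix with the mean intensity per probe for 22683 of the 26688 probes. In this matrix 99.96% of the values lay within 0.1% of the unscaled scanner intensity, and the 75th percentile of its columns ran from 126 to 1682. The matrix therefore does not hold the 75 percentile normalization that the Methods describe, and that step was applied here. For each probe the unflagged spots of an array were averaged, the log2 was taken, and the array's 75th percentile was subtracted. Before this scaling the 75th percentile had a median of 427 in IT (100.4 to 1359), 486 in RG (289 to 760) and 440 in TS (282 to 841). The share of probes that Feature Extraction called well above background had a median of 84.8% in IT (38.7 to 90.1), 75.6% in RG (68.1 to 85.7) and 76.2% in TS (68.9 to 87.7). Replicate arrays correlated with each other at 0.855 to 0.991. A probe was tested when it was well above background on all 3 arrays of at least 1 variety and stage, which left 23068 probes. Differences between groups were fitted over all 36 arrays with limma, and p-values were adjusted by the Benjamini-Hochberg method. A probe was called a DEG at an adjusted p below 0.05 and a log2 difference above 1 in either direction. The IT arrays lay on 5 slides of their own, while the RG and TS arrays shared the other 7, so that a difference between IT and another variety cannot be separated from a difference between slides. The number of arrays limits the precision of each value.

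**Figure D1:**
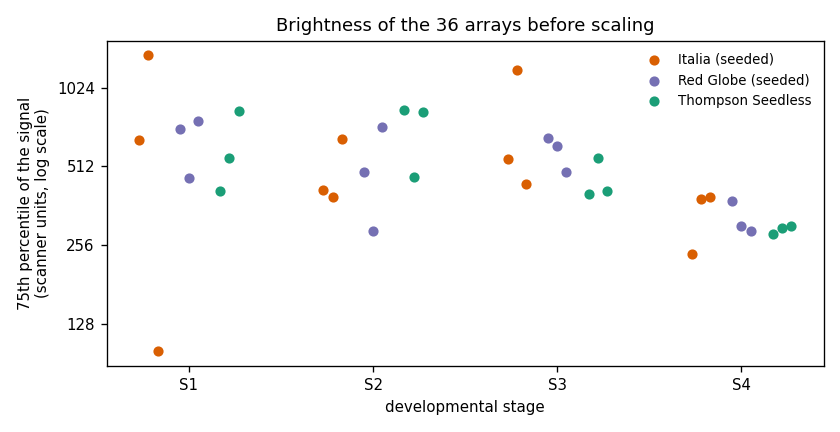
The 75th percentile of the signal of each of the 36 arrays before scaling, in scanner units on a log axis, by stage and variety (3 points per variety and stage). IT S1 holds both the lowest value, 100.4, and the highest, 1359.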

A transcriptomic assay on ovules and seeds collected at four developmental stages (Fig. 3a; S1, pre-bloom, E-L 17; S2, post-bloom, E-L 19–25; S3, pea size, E-L 29; S4, veraison, E-L 35) was conducted in two seeded (SD), and two seedless (SL) varieties (Data S1).

**Figure 3:**
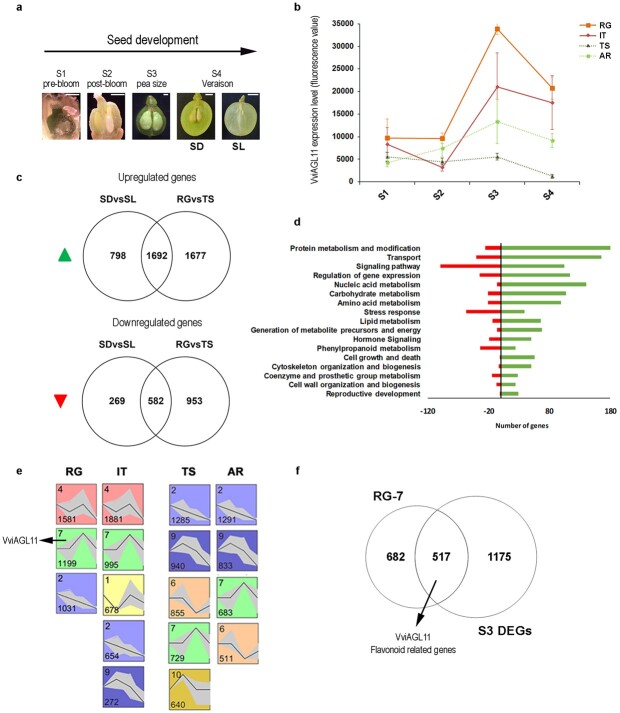
Gene modulation during ovule and seed development. **a** Images of ovules and seeds sampled at four developing stages in seeded (SD) and seedless (SL) varieties from pre-bloom to veraison. S1, pre-bloom, E-L 17; S2, post-bloom, E-L 19–25; S3, pea size, E-L 29; S4, veraison, E-L 35. **b** The VviAGL11 expression level in each variety at each developing stage was extracted from the entire transcriptomic data (Data S1). **c** Venn diagrams showing genes up and downregulated (p < 0.05; |FC| > 2) between seeded (Italia and Red Globe) and seedless (Thomson seedless and Autumn Royal) varieties (SDvsSL), and those between Red Globe and Thompson Seedless varieties (RGvsTS) at seed developing stage S3. **d** Functional categories distribution of common differentially expressed genes (DEGs) between two transcriptomic subsets (SDvsSL and RGvsTS). Only categories including ≥20 up or downregulated genes are shown. **e** Significant profiles (<5% Bonferroni correction method) of 5971 DEGs identified at S3 stage (SDvsSL and/or RGvsTS) during the entire ovule and seed development, among 15 profiles subjected to STEM analysis, in seeded and seedless varieties. In each frame, the number of genes is displayed bottom left, the ID number is shown top left, gray curves represent individual profiles, and the black line represents average profile. The x-axis represents sampling points, and y-axis denotes log2 scale fold change in expression value. **f** Venn diagrams showing genes clustering with VviAGL11 in Red Globe (RG-7; 1199) and those upregulated (p < 0.05; FC > 2) in both SDvsSL and RGvsTS comparison at stage S3 (S3 DEGs; 1692). RG, Red Globe; IT, Italia; TS, Thompson Seedless; AR, Autumn Royal.

We sampled ovule and seeds from pre-bloom to veraison, which is the time interval in which the seed abortion occurs in stenospermocarpic varieties. The two seeded varieties, Red Globe (RG) and Italia (IT), are the most diffused and commercially important table grape cultivars, in particular appreciated for their berry size. Regarding the two seedless varieties, Autumn Royal (AR) and Thompson Seedless (TS), AR is interesting to study as it is a stenospermocarpy cultivar of class II featuring small rudiments, and TS is the cultivar in which the mutation leading to stenospermocarpy first appears. 

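VviAGL11 (VIT_18s0041g01880), a MADS-box gene, was well above background on all 36 arrays. In RG its log2 signal over the array's 75th percentile was 3.68 ± 0.84 (SD, n = 3) at S1, 4.34 ± 0.58 at S2, 5.88 ± 0.26 at S3 and 5.99 ± 0.20 at S4. In IT it was 3.78 ± 0.38 (SD, n = 3) at S1, 2.79 ± 0.08 at S2, 4.80 ± 0.24 at S3 and 5.59 ± 0.56 at S4. From S2 to S3 it rose by 1.54 on the log2 scale in RG (standard error 0.43, adjusted p = 0.015 from limma) and by 2.02 in IT (standard error 0.43, adjusted p = 0.0033 from limma). In both varieties all 3 arrays at S3 lay above all 3 at S2 (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). Without RG S2 replicate 3 the rise in RG was 1.21 and its adjusted p 0.097, and without RG S3 replicate 3 they were 1.42 and 0.066. Between S3 and S4 the scaled signal differed by 0.11 in RG (adjusted p = 0.85) and by 0.78 in IT (adjusted p = 0.19), neither past the threshold. The direction of this last step depended on the scaling. Without scaling the log2 change from S3 to S4 was -0.74 in RG (adjusted p = 0.50) and -0.23 in IT (adjusted p = 0.84), where the median change of all probes was -0.61 in RG and -0.91 in IT. After quantile normalization the change was -0.33 in RG (adjusted p = 0.60) and stayed positive in IT.

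**Figure D2:**
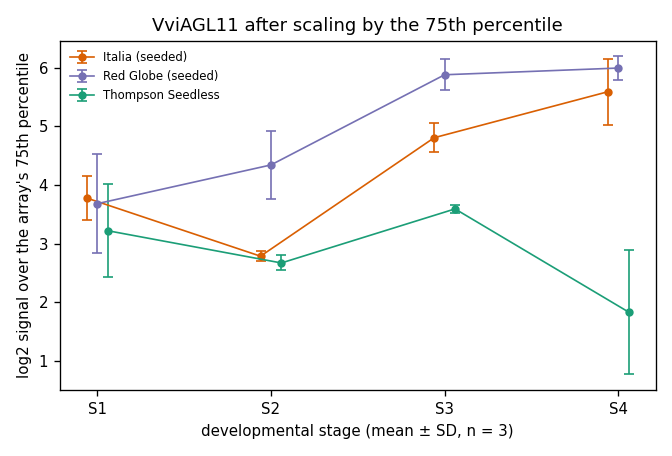
The log2 signal of VviAGL11 over the array's 75th percentile at each stage in IT, RG and TS; points are means and bars are the SD of 3 arrays. The mean of RG rises from 4.34 at S2 to 5.88 at S3, and that of TS stays between 1.83 and 3.59.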

*VviAGL11* showed a similar expression profile in SD varieties during seed development*,* with a flat low expression at S1 and S2 stages, a sharp increase at S3, and a decrease at S4. 

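In TS the scaled log2 signal of VviAGL11 was 3.22 ± 0.79 (SD, n = 3) at S1, 2.67 ± 0.13 at S2, 3.59 ± 0.07 at S3 and 1.83 ± 1.06 at S4. The rise of 0.92 from S2 to S3 was not past the threshold (adjusted p = 0.17 from limma), although all 3 arrays at S3 lay above those at S2. With limma's array weights, whose estimation gave a warning that it had not converged, the same rise was 1.02 (adjusted p = 3.5e-06). From S3 to S4 the signal changed by -1.76 (adjusted p = 0.0027). This change was -1.15 without TS S4 replicate 3 (adjusted p = 0.037) and -2.14 without TS S4 replicate 2 (adjusted p = 0.0011). The mean was highest at S3 on the scaled signals and at S1 on the unscaled ones. The rise from S2 to S3 was larger than in TS by 0.62 in RG (adjusted p = 0.66) and by 1.10 in IT (adjusted p = 0.28), neither past the threshold. Without 1 array the difference for RG ran from 0.285, without RG S2 replicate 3, to 0.81, without RG S2 replicate 2. The difference for IT was past the threshold with only the arrays of the groups compared (adjusted p = 0.025) and with array weights (adjusted p = 0.00094), and over its 13 alternatives the adjusted p ran up to 0.30.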

In TS, *VviAGL11* expression was very low throughout seed development and the peak of expression at S3 stage is no longer recognized. AR presented an intermediate expression trend, with a peak of expression at S3, but a lower average expression in comparison to SD varieties (Fig. 3b).

Differentially expressed genes (DEGs) between SD and SL varieties at each developmental stage, were then investigated. 

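With the 6 IT and RG arrays of a stage set against the 3 TS arrays, 1653 probes were called DEGs at S1 (1046 higher and 607 lower in SD), 999 at S2 (584 higher and 415 lower), 5506 at S3 (2383 higher and 3123 lower) and 4328 at S4 (1920 higher and 2408 lower). The median log2 difference of all probes was 0.17 at S1, 0.09 at S2, 0.17 at S3 and 0.09 at S4. By ratio the count at S1 moved most, to 130 by the methods' t-test with Benjamini-Hochberg adjustment. At S2 array weights gave 6424. With slide as a random block the counts were 2883 at S1 (1992 higher and 891 lower) and 2466 at S2 (1775 higher and 691 lower). The split by direction depended on the scaling. Quantile normalization gave 692 higher and 928 lower at S1 and 412 higher and 643 lower at S2, and moved the median difference at S1 to -0.01. No scaling gave 82 higher and 210 lower at S2 and 1540 higher and 1322 lower at S3, with a median difference of 0.62 at S3. The normexp correction gave 413 higher and 184 lower at S2. Without TS S2 replicate 1 the count at S2 was 489, and without TS S2 replicate 3 it was 2263. Between the SD varieties themselves, RG against IT, 1958 probes were called at S1, 3246 at S2, 6816 at S3 and 6757 at S4. Without IT S1 replicate 3, whose signal was the dimmest of all arrays, the RG against IT count at S1 was 756. Taken alone at S3, IT against TS gave 4720 higher and 3081 lower, while RG against TS gave 2189 higher and 3247 lower.

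**Figure D3:**
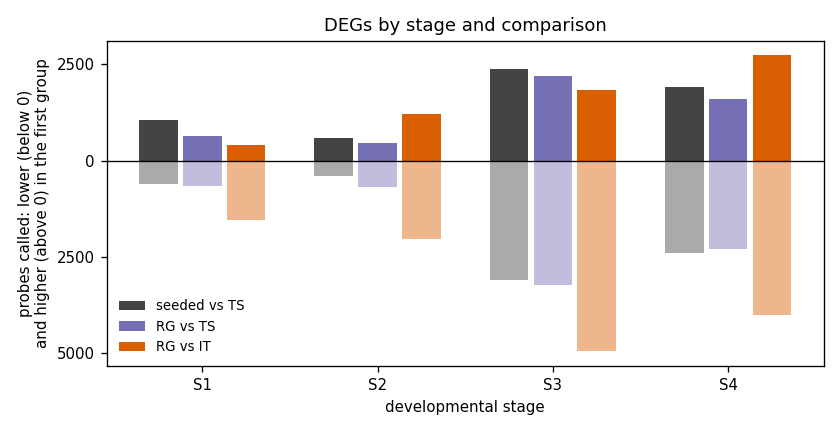
Number of probes called at each stage, higher in the first group above 0 and lower below 0, for SD against TS, RG against TS and RG against IT. At S3 the SD against TS bars reach 2383 and 3123 and the RG against IT bars 1845 and 4971; under quantile normalization the latter were 2835 and 2711.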

We identified 640 DEGs (p < 0.05; |FC| > 2) at S1, 1297 at S2, 3341 at S3 and 1777 at S4 (Data S2, Figure S4). The highest number of DEGs identified at the S3 stage together with the highest percentage of genes specifically modulated in S3, support the hypothesis of a VviAGL11 key role in seed formation as the highest difference of *VviAGL11* expression level between SD and SL varieties was observed at the same stage**.**

Thus, to better focus on those genes likely linked to seedlessness by a putative VviAGL11-related mechanism, we also identified DEGs at the S3 stage between Red Globe and Thompson Seedless (RGvsTS) that in accordance with phenotypic differences are the seeded and seedless varieties with the higher and lower VviAGL11 expression levels, respectively (Figure 3b). 

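At S3 the mean log2 signal of VviAGL11 was higher in RG than in TS by 2.29 (standard error 0.43, adjusted p = 0.00021 from limma) and higher in IT than in TS by 1.21 (adjusted p = 0.029). With each array left out in turn, the RG against TS difference stayed between 2.17 and 2.42. The IT against TS difference stayed between 1.12 and 1.35, with an adjusted p of 0.084 without IT S3 replicate 1, and was past the threshold only without IT S3 replicate 3. RG was higher than IT by 1.07 (adjusted p = 0.056), which was not past the threshold. RG was also higher than TS by 1.67 at S2 (adjusted p = 0.020, 0.127 without RG S2 replicate 2) and by 4.16 at S4 (adjusted p = 5.8e-08).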

In the RGvsTS comparison at stage S3, we identified 4904 DEGs (p < 0.05; |FC| > 2) among which 3369 upregulated and 1535 downregulated in RG with respect to TS (Data S3). 

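In RG against TS at S3, 5436 probes were called, 2189 higher and 3247 lower in RG. The median log2 difference of all probes was 0.00. Leaving out 1 of the 6 arrays in turn gave between 4353 and 5461 calls. The lowest count came with only the probes well above background on all arrays, 1696, and the highest with array weights, 7890. Quantile normalization gave 2286 higher and 2517 lower with a median difference of 0.21, the 75th percentile over probes well above background gave 1683 higher and 3525 lower with a median of -0.14, and no scaling gave 804 higher and 1595 lower with a median of 0.37. Among the 11534 probes with the higher mean signal 47.1% of the calls were lower in RG, and among the 11534 with the lower mean signal 69.2%. For this processing the largest changes are given as lower bounds, because the dimmer group was not well above background on every array. A signal under the dimmest one called well above background on its array was set to that signal. The probe of VIT_07s0005g00090 (GSVIVT01027971001), an auxin-responsive GH3 gene, was at least 222-fold higher in RG, with 1 of the 3 TS arrays measuring it. The probe of VIT_05s0029g01140 (GSVIVT01020928001), a sucrose-phosphate synthase, was at least 105-fold higher, with 2 TS arrays measuring it. Of the 5 probes taken as lowest in RG, GSVIVT01019836001 was at least 961-fold lower, measured on 2 RG arrays, and GSVIVT01011637001 at least 809-fold lower, measured on 1. On the log2 scale these bounds are 7.80 and 6.71 for the higher probes and 9.91 and 9.66 for the lower ones. They do not hold under other processing. Over the alternatives the smallest log2 differences were 4.22 and 3.55 for the higher probes and -6.84 and -6.97 for the lower ones.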

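Probes called in the same direction in SD against TS and in RG against TS at S3 numbered 1491 higher and 2514 lower. With each array left out in turn the counts stayed between 1102 and 1568 higher and between 2011 and 2546 lower. Both comparisons use the same RG and TS arrays, so they are not independent. In 20 simulated sets with no change between the groups, the log2 differences of the 2 comparisons correlated at 0.866 on average, against 0.857 in the data, but no probe was called in common. The simulated noise was independent between arrays. In the data, arrays of different groups on the same slide had deviations from their group means that correlated at 0.318 on average. The absence of common calls therefore does not cover spread shared between arrays.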

The comparison of these genes with the 2490 upregulated and the 851 downregulated DEGs obtained in SDvsSL comparison at S3 stage, revealed 1692 commonly up-, and 582 commonly down-regulated genes that we grouped according to their functional category (Fig. 3c and d; Data S4). Genes commonly upregulated proved to be mainly involved in “Protein metabolism and modification”, “Nucleic acid metabolism” and in “Transport”. Also, several genes belonging to “Regulation of gene expression” category are significantly upregulated in SD varieties in comparison to SL ones, such as 4 MADS-box family transcription factors among which the *VviAGL11*, the *inner no outer* gene that is a member of C2C2-YABBY family transcription factor involved in growth of the outermost cell layer of integuments (Skinner, Brown et al. 2016), the *endosperm defective 1* (EDE1), the *embryo defective 1674* (*EMB1674*), 11 bHLH transcription factors among which the transparent testa *VviMYC1*, 9 MYB family transcription factors, and 4 Squamosa promoter-binding proteins (Data S4). 

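Of the 27 genes named in the text that a table pairs with a probe, all were higher in RG than in TS at S3 and 25 had no overlap between the 3 RG and the 3 TS arrays, which chance gives in 10% of probes. F3H2 and PAL, whose differences were the smallest of the list, were lower in RG after quantile normalization and with the 75th percentile over probes well above background, and PAL also without TS S3 replicate 3. Past the threshold were 18 when adjusted over all probes and 19 when adjusted over the list alone. In SD against TS these numbers were 18 and 20. The study chose these genes on the same samples, so the list is not independent evidence. The MADS-box genes VviAG1 (VIT_12s0142g00360), VviMADSD2a (VIT_04s0008g01980) and VviAGL15a (VIT_13s0158g00100) were higher in RG by log2 differences of 3.11 (standard error 0.53, adjusted p = 6.1e-05), 2.95 (standard error 0.70, adjusted p = 0.0020) and 2.25 (standard error 0.38, adjusted p = 4.8e-05). The inner no outer gene (VIT_01s0127g00330) was higher by 2.00 (adjusted p = 0.0055) in RG against TS and by 1.26 in SD against TS, where its IT and TS arrays overlapped and the adjusted p was 0.040 (0.196 without TS S3 replicate 3). With normexp these differences were 0.56 (adjusted p = 0.51) and 0.19 (adjusted p = 0.80), and after quantile normalization the one in SD was 0.98 (adjusted p = 0.17). EDE1 (VIT_05s0094g00420) was higher by 1.59 in RG (adjusted p = 0.021, 0.081 without TS S3 replicate 2) and by 0.61 with normexp (adjusted p = 0.29). VviMYC1 was higher by 1.02 in RG (adjusted p = 0.0093) and by 0.77 in SD against TS (adjusted p = 0.022), the latter below the fold limit. Without 1 array the RG difference of VviMYC1 ran from 0.87, without RG S3 replicate 3, to 1.17. EMB1674 differed by 0.97 in RG (adjusted p = 0.20) and by 0.27 in SD against TS (adjusted p = 0.68) and was not called.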

We also highlighted that the “Cell growth and death” category, including 12 cyclins and several cellular division proteins, and “Reproductive development” category, are specifically represented by upregulated DEGs (Fig. 3d). Moreover, although genes involved in “Hormone signaling” were found among both up and down DEGs, we observed that genes related to Auxin metabolism, such as an *indole-3-acetate beta-glucosyltransferase*, two *IAAs*, two *ARFs,* and *PIN1*, are mainly induced in SD varieties (Data S4).

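The auxin gene IAA19 (VIT_09s0002g05150) was higher in RG than in TS at S3 by a log2 difference of 2.78 (standard error 0.67, adjusted p = 0.0024). ARF16 (VIT_06s0004g02750) and IAA9 (VIT_18s0001g08090) were higher by 1.74 (adjusted p = 0.0012) and 1.61 (adjusted p = 1.5e-05). In SD against TS the differences were 1.93 for IAA19, 1.77 for ARF16 and 1.25 for IAA9, all past the threshold. Without TS S3 replicate 2 the adjusted p of IAA19 in SD against TS was 0.058. ARF5 was higher by 0.74 in RG (adjusted p = 0.076) and by 0.63 in SD (adjusted p = 0.073) and was not called.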

Conversely, no functional categories were peculiarly represented by the commonly downregulated genes, which are mainly involved in “Signaling pathway” and “Stress response” (Fig. 3d; Data S4).

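In all, 6934 probes were called at S3 in SD against TS, in RG against TS or in both. Their means at the 4 stages on the linear scaled signal were taken for each variety, and each probe was assigned to the model profile of Figure S5, of 15, with the highest Pearson correlation, the rule that STEM uses. The size of each profile was compared with that expected when the stages are permuted, by a binomial test with Bonferroni correction. The same rule applied to the stage values of Data S5 gave the authors' profile for 1326 of the 1326 RG genes and 1404 of the 1404 IT genes of that table in hand. The DEG list differs from the authors' list, so profile sizes are given here for the 6934 probes.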

We finally looked at the expression profile of all 5971 DEGs identified at S3 stage (SDvsSL and/or RGvsTS) during the entire ovule and seed development (Data S1). By applying a Short Time-series Expression Miner (STEM) analysis to the four variety datasets, distinct profile sets between SD and SL varieties were identified (Figure S5, Data S5). Focusing on significant patterns, we noted that gene clusterization is almost conserved between RG (cluster 4,7,2) and IT (cluster 4,7,12, 9) while different profile sets feature TS (cluster 2,9,6,7,10) and AR (cluster 2,9,7,6) with the most abundant clusters showing a decreasing expression profile (Fig. 3e). Moreover, a deep inspection of gene expression clusterization revealed that in seeded varieties *VviAGL11* belongs to similar clusters (7 and 5) whereas in TS and AR it was not (cluster 4 and 14 in TS and AR respectively). 

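On scaled signals, profiles 2, 4, 6, 8, 9 and 12 held more probes than expected in RG, profiles 0, 2, 4 and 9 in IT and profiles 2, 6, 7, 9 and 12 in TS. The largest was profile 12 in RG (1379 probes, 718 expected), profile 0 in IT (919 probes, 691 expected) and profile 7 in TS (1565 probes, 872 expected). On unscaled signals the profiles past the threshold were 2, 4, 6 and 7 in RG, 1, 2, 4, 7 and 9 in IT and 2, 6, 7 and 9 in TS. Past the threshold both with and without scaling were profiles 2, 4 and 6 in RG, profiles 2, 4 and 9 in IT and profiles 2, 6, 7 and 9 in TS.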

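VviAGL11 was closest to profile 12 in RG and IT and to profile 4 in TS on the scaled signals. Its correlation with profile 7 was 0.512 in RG and 0.112 in IT. On the unscaled signals it was closest to profile 7 in RG, profile 5 in IT and profile 4 in TS.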

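Profile 6, which falls at S3, held 367 of the S3 DEGs in TS where 259 were expected, with a Bonferroni-corrected p of 8.3e-10. In RG it held 438 where 287 were expected, with a corrected p of 1.9e-16. In IT it held 248 where 280 were expected and was not past the threshold. On unscaled signals it held 811 in TS, where 339 were expected, and 394 in RG, where 296.5 were expected, both past the threshold, and 103 in IT, where 308 were expected. Probes chosen as lower in RG than in TS at S3 can favour shapes that fall at S3 in RG or are high at S3 in TS.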

Interestingly, a cluster with an opposite expression profile to the one of VviAGL11 (cluster 6) resulted among significant profiles in seedless varieties (Figure S5).

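Profile 7, which is highest at S3, held 787 of the S3 DEGs in RG on the scaled signals, where 798 were expected. It held 485 in IT, where 811 were expected. Without scaling it held 992 probes in RG, past the threshold with 752 expected, and 907 in IT. On log2 scaled values, the alternative that moved the count in RG most, it held 473. Without 1 replicate of every group the RG count stayed between 718 and 841.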

Among the *VviAGL11-*including clusters, only the RG-7 cluster resulted significant and it included the highest number of genes (1199) in comparison to the others. 

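Of the probes higher both in SD against TS and in RG against TS at S3, 364 (24.4%) were in profile 7 in RG, and 18.4% were in profile 4. Probes chosen as higher in RG at S3 can favour shapes that are high at S3 in RG. Log2 scaled values gave 229 and unscaled signals 384.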

By inspecting the 1199 RG-7 genes, we observed that a large amount of them (517) are shared with the 1692 commonly upregulated DEGs at S3 stage (S3 DEGs) (Fig. 3f). Although the functional category distribution of those 517 genes is largely consistent with what is reported in Fig. 3d (i.e “Protein metabolism and modification”, “Nucleic acid metabolism” and “Transport” are widely represented), we observed that many genes are involved in “Phenylpropanoid metabolism”. 

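The array holds probes for 6 isoflavone reductase genes, VIT_03s0038g04620, VIT_03s0038g04670, VIT_03s0038g04680, VIT_03s0038g04690, VIT_03s0038g04700 (VviIFR) and VIT_03s0038g04710. All 6 were called higher in RG than in TS at S3, by log2 differences of 2.11, 2.11, 2.16, 2.19 and 1.33 for the genes other than VviIFR and by more for VviIFR. All were also called higher in SD against TS. For VIT_03s0038g04710 the adjusted p in RG against TS was 0.0058, and 0.056 without TS S3 replicate 3, and its SD and TS arrays overlapped (exact permutation test over 6 arrays against 3, two-sided, p = 0.0238). That test takes arrays and not varieties as its units. The number called in RG against TS fell to 4 by the methods' t-test at the p of the Methods, and was 5 without TS S3 replicate 3. All 6 were closest to profile 7 in RG, 5 in IT and 4 in TS on scaled signals, and 6, 6 and 0 on unscaled ones. The 6 log2 differences spanned 1.07, from which it cannot be told whether probes of such similar genes measure separate transcripts.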

Interestingly, among DEGs belonging to the phenylpropanoid pathway, 6 *isoflavone reductases* were identified and all of them were upregulated in SD varieties and clusterized with *VviAGL11* in the RG-7 cluster.

### Identification of candidate VviAGL11 target genes

To identify putative target genes of VviAGL11 we performed a multi-*VviAGL11* co-expression analysis (Data S6). We investigated genes that were highly positively and negatively co-expressed with *VviAGL11* in the entire developing ovule and seeds from Data S1, in the grapevine Corvina expression atlas [18] and VTC database [19], taking into consideration that VviAGL11 may act as both activator and repressor. 

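In the ovule and seed arrays, correlations with VviAGL11 were computed on the linear scaled signal for the 26 other named genes with a probe. In this family of 26, 14 had an adjusted p below 0.05 and 22 a positive r. The Corvina atlas and the VTC database were not used here. VviGT3 (VIT_03s0180g00320) had the highest r, 0.782 (permutation p = 1e-05, the smallest that 100000 resamples can give; adjusted p = 0.00013), with a Spearman rho of 0.688 (permutation p = 1e-05). Without the 2 arrays farthest from the median VviAGL11 level, IT S4 replicate 3 and RG S4 replicate 2, its r was 0.788. VviMJE (VIT_00s0253g00080) had an r of 0.587 (permutation p = 0.00028, adjusted p = 0.0010), a rho of 0.558 (permutation p = 0.00047), and an r of 0.469 without those arrays. VviIFR had an r of 0.462 (permutation p = 0.0054, adjusted p = 0.014) and 0.590 without them, but its rho of 0.306 was not past the threshold (permutation p = 0.069). Within the 12 arrays of a variety, r was 0.824 in RG, 0.564 in IT and 0.152 in TS for VviGT3, 0.480, 0.907 and -0.06 for VviMJE, and 0.341, 0.413 and 0.069 for VviIFR. For VviIFR no variety alone was past the threshold, and for VviGT3 only RG. Of the 23067 other probes, 63 had a higher r than VviGT3, 923 than VviMJE and 2278 than VviIFR. Replicates of a stage are not independent of the stage, so over the 12 group means r was not past the threshold for VviIFR (0.469, permutation p = 0.074). Without scaling, which raises the median r of all probes from -0.04 to 0.14, r was 0.342 for VviMJE, 0.790 for VviGT3 and 0.753 for VviIFR.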

Genes co-expressed with *VviAGL11* in at least one dataset were listed (n = 6967 in Data S6). In order to identify the most confident putative VviAGL11 targets among co-expressed genes, we considered other parameters, such as the intensity of correlation with *VviAGL11* given by multiplying each value of correlation from different data sources, the down-regulation behavior in seedless in comparison to seeded varieties during three stages of seed development reported in a previous study (Wang, Hu et al. 2016), and the average expression level in ovules and seed samples (from Data S1). The final score of each gene, given by considering all the above-described criteria, defined a top-100 list of candidates VviAGL11 target genes (Fig. 4).

**Figure 4:**
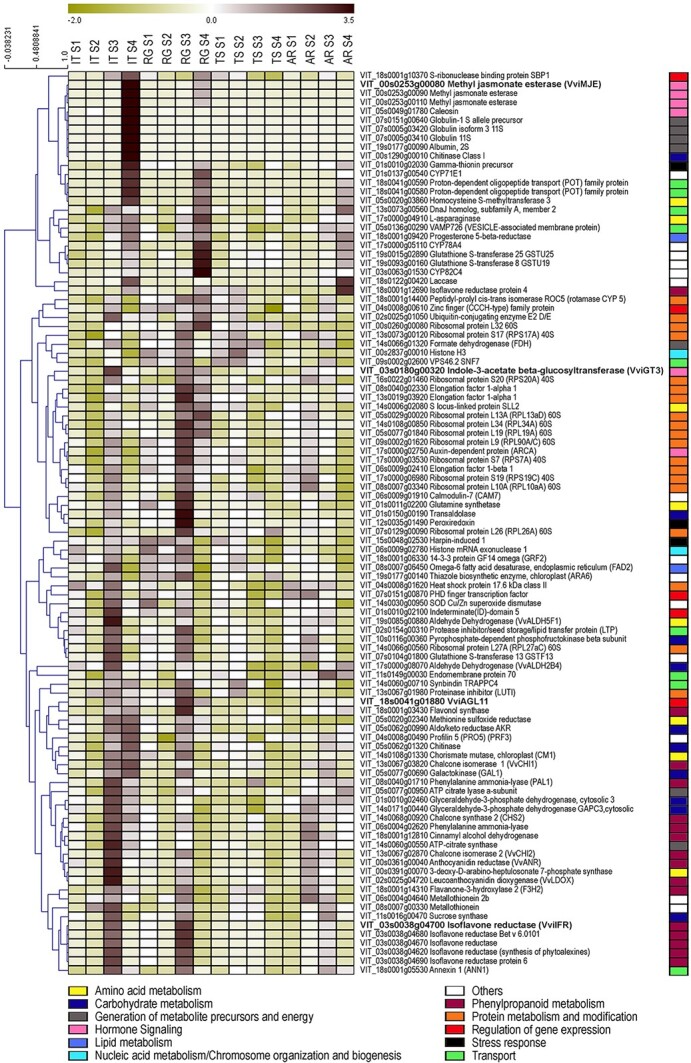
Expression pattern of VviAGL11 and the top 100 VviAGL11 co-expressed genes in the entire ovule and developing seed transcriptome. The heat map and hierarchical clustering (HCL) analysis were performed by using TMeV software (https://sourceforge.net/projects/mev-tm4/). Functional categories of investigated genes are reported according to the legend. “Others” category includes those categories with a maximum of two genes (i.e Cellular homeostasis, Coenzyme, and prosthetic group metabolism, Cytoskeleton organization and biogenesis, Organelle organization and biogenesis, Oxidation–reduction, Terpenoid metabolism, Signaling pathway). VviAGL11 and its candidate target genes (VviMJE, VviGT3, and VviIFR) are reported in bold.

Several of the top-100 genes belonged to the primary metabolism category (i.e protein and carbohydrate metabolism), according to functional category distribution of upregulated DEGs at S3 in SD vs SL varieties (Fig. 3d). Interestingly, genes involved in the flavonoid pathway and hormone signaling were also found (Data S6). Among genes belonging to these categories, we identified a *Methyl jasmonate esterase* (*VviMJE*; *VIT_00s0253g00080*), an *Indole-3-acetate beta-glucosyltransferase* (*VviGT3*; *VIT_03s0180g00320*), and an *Isoflavone reductase* (*VviIFR*; *VIT_03s0038g04700*), at the top of the ranking.

Notably, these genes resulted differentially expressed in S3 in both SDvsSL and RGvsTS comparisons. Moreover, by looking at their clusterization, obtained by STEM analysis, we observed that *VviMJE* clusterized with *VviAGL11* in Autumn Royal (AR-14), *VviGT3* belonged to the Red Globe cluster 5 (RG-5) that is very close to the RG-7 *VviAGL11*-including cluster, and *VviIFR* clusterized with *VviAGL11* in the RG-7 cluster (Data S5). 

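VviIFR was higher in RG than in TS at S3 by 2.41 on the log2 scale (standard error 0.36, adjusted p = 1.1e-05 from limma) and in SD against TS by 2.13 (adjusted p = 8.5e-06). VviGT3 was higher by 1.31 in RG (standard error 0.60, adjusted p = 0.11) and by 1.32 in SD (standard error 0.52, adjusted p = 0.057) and was not past the threshold. VviMJE was higher by 1.26 in RG (standard error 0.67, adjusted p = 0.18) and by 0.99 in SD (standard error 0.58, adjusted p = 0.20) and was not past it either. For each gene all 3 RG arrays lay above all 3 TS arrays (exact permutation test, two-sided, p = 0.1). All 6 SD arrays also lay above the 3 TS arrays (exact permutation test, p = 0.0119, the smallest that 6 arrays against 3 allow). The SD arrays are replicates of IT and RG, and those of TS come from that variety alone. The p-values of SD against TS therefore measure spread between arrays and not between seeded and seedless varieties. The fit pools the spread of all 36 arrays. With only the arrays of the groups compared, the RG against TS adjusted p was 0.0017 for VviMJE and 0.0012 for VviGT3. VviGT3 was also past the threshold with a block for the slide or the scan session: with slide as a random block the adjusted p was 0.033 in RG and 0.040 in SD, with slide as a fixed block over the RG and TS arrays 0.027 in RG, and with scan session as a random block 0.048 in RG and 0.049 in SD. Array weights and the methods' t-test put VviGT3 past the threshold as well, and VviMJE in RG. The estimation of the array weights had not converged. At S4 the differences from TS were larger, 7.76 for VviMJE in SD and 3.53 for VviGT3 in RG.

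**Figure D4:**
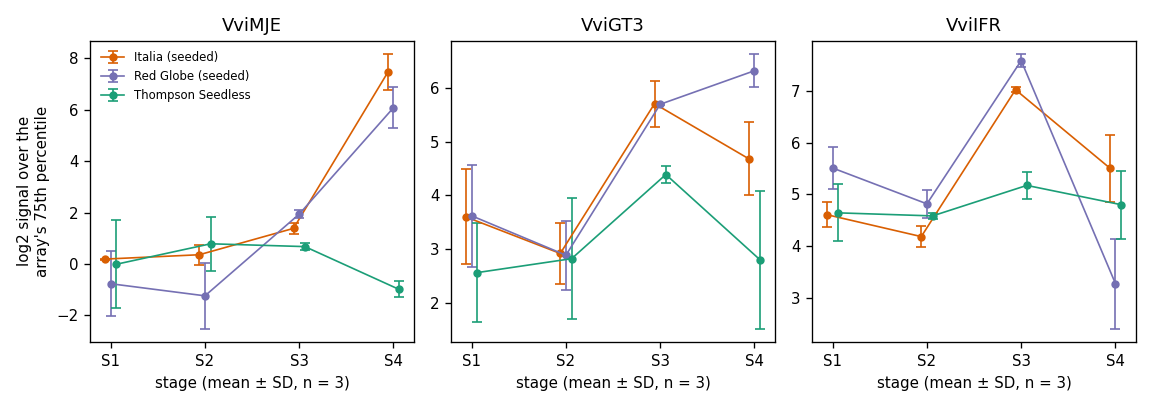
The log2 signal of VviMJE, VviGT3 and VviIFR over the array's 75th percentile at each stage; points are means and bars the SD of 3 arrays. VviIFR in RG and IT lies above TS at S3, with a difference of 2.41 for RG.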

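On scaled signals VviIFR was closest to profile 7 in RG, IT and TS, VviGT3 to profile 12 in RG and profile 7 in IT and TS, and VviMJE to profile 12 in RG and IT and profile 9 in TS. Without scaling VviGT3 was closest to profile 5 in RG. VviIFR changed by -4.30 on the log2 scale from S3 to S4 in RG, while VviMJE rose by 4.14 in RG and by 6.08 in IT. The paper points to the co-expression ranking, the differential expression at S3 and clusters shared with or close to that of VviAGL11. From these it reasons that VviMJE, VviGT3 and VviIFR are candidate targets of VviAGL11 and takes them on to further experiments.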

We, therefore, selected these three genes as ideal VviAGL11 candidate targets for further experimental investigations.

### VviAGL11 controls the expression of *VviMJE*, *VviGT3* and *VviIFR*

Transcript accumulation of *VviAGL11* and candidate target genes (*VviMJE*, *VviGT3,* and *VviIFR*) were firstly investigated by *in situ* hybridizations (ISH) in a whole berry at pre-veraison stage (Fig. 5a-f).

**Figure 5:**
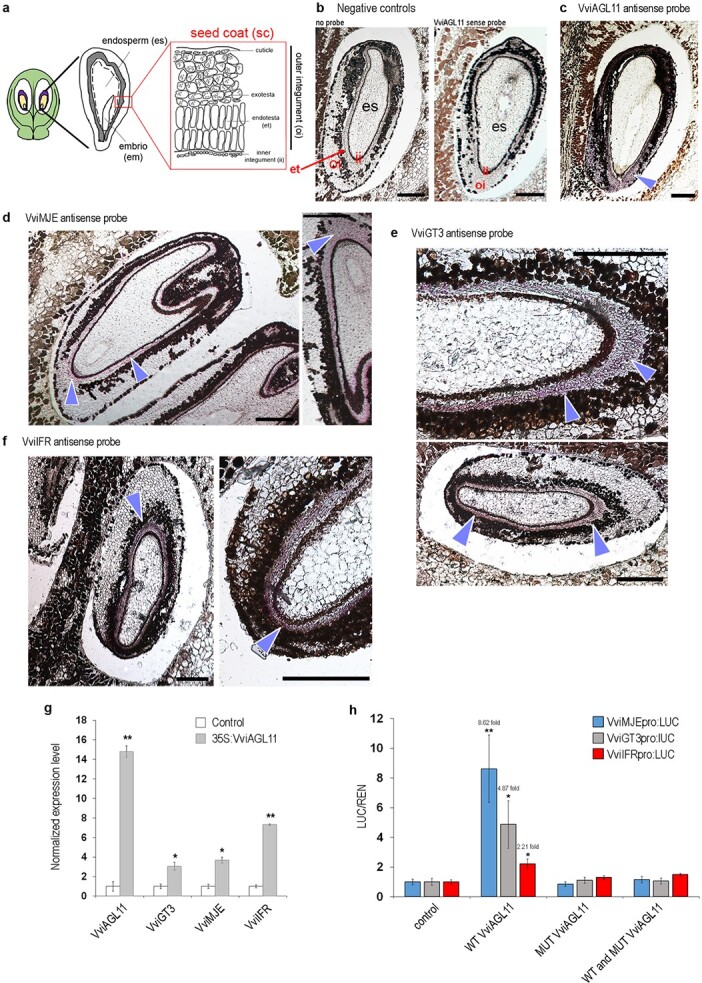
**a** Scheme of the longitudinal section of a whole berry and seed in which the VviAGL11 and candidate target transcripts were localized. The seed coat structure is highlighted. **b** Representative images of hybridizations used as negative controls for background noise determination either with no probe (left panel) or with VviAGL11 sense probe (right panel). **c-f** Tissue-specific localization of transcripts of *VvAGL11* (**c**) *VviMJE* (**d**), *VviGT3* (**e**), and *VviIFR* (**f**): the ISH signal in the endotesta layer of the seed coat is evidenced by purple staining and indicated by blue arrowheads. Em, embryo; es, endosperm; et, endotesta layer; ii, inner integument; oi, outer integument; sc, seed coat. Bars = 50 μm. **g** RT-qPCR of *VviGT3, VviMJE, and VviIFR* genes in Thompson Seedless grapevine plantlets overexpressing *VviAGL11*. Y-axis reports normalized gene expression values and induction fold changes in response to *VviAGL11* ectopic expression. RT-qPCR was performed as previously described [20]. Each value corresponds to mean ± SE of three biological replicates relative to the *VvUBIQUITIN1* internal control. Asterisks (^*^, p < 0.05; ^**^p < 0.01) indicate significant differences when compared with the control line agroinfected with an empty vector. SE, standard deviation. **h** Transactivation of *VviMJE*, *VviGT3*, and *VviIFR* regulative regions was tested by performing a Dual-Luciferase Reporter assay in infiltrated *Nicotiana benthamiana* leaves. The single and combined activity of *VviAGL11* WT and MUT CDS was tested. LUC expression values relative to REN expression and normalized against controls are reported. Negative controls were performed by infiltrating *Nicotiana benthamiana* plants with only reference vectors. Each test was performed in biological triplicate and each value was measured in triplicate. Each graphed value corresponds to mean ± SE. Asterisks (^*^, p < 0.05; ^**^p < 0.01) indicate significant

According to previous results [21], *VviAGL11* transcripts were localized in the outer integument of the seed coat (Fig. 5c). The transcripts of *VviMJE*, *VviGT3,* and *VviIFR* were specifically localized in the endotesta layer (et) of the outer seed coat integument, displaying a clear overlapping domain of expression with *VviAGL11* (Fig. 5d-f). The development of the endotesta layer of the outer seed coat integument directs further development of the seed coat, endosperm, and, consequently, embryo. These results support the theory that the involvement of all tested genes in seed development is likely controlled by *VviAGL11*.

The ability of VviAGL11 to participate in regulating expression of three selected candidate target genes was investigated *in vivo*. We infiltrated Thompson Seedless grapevine plantlets with *Agrobacterium tumefaciens* carrying the *35S:VviAGL11* (WT) overexpression construct and in the most overexpressing line the expression level of *VviMJE, VviGT3,* and *VviIFR* in comparison to the control was determined. We revealed that *VviAGL11* overexpression significantly induced *VviMJE*, *VviGT3,* and *VviIFR* expression in Thompson Seedless leaves (Fig. 5g; Figure S6).

By performing a Dual-Luciferase Reporter assay in agroinfiltrated *Nicotiana benthamiana* leaves, we also demonstrated transcriptional activity of *VviAGL1*1(WT) on regulative regions of *VvMJE, VvGT3,* and *VvIFR* (Fig. 5h). For all selected candidate genes, we isolated approximately 1.5–2.0 kb sequence upstream of the start codon and firstly assessed in cloned sequences the presence of CArG boxes (Figure S7). We found that three regulative regions tested were significantly activated by the WT variant of VviAGL11, with the *VviMJE* promoter showing stronger induction in comparison to other targets but also to VviAGL11 autoactivation (Fig. 5h, Figure S8).

We also tested the transcription activity of MUT VviAGL11, and conversely, we observed it unable to induce expression of the three candidates (Fig. 5h). Interestingly, WT VviAGL11 activity is completely inhibited by the simultaneous expression of MUT CDS, strongly confirming the dominance effect of the mutation.

## Discussion

VviAGL11 has been proved to be the major cause of seedlessness in cultivated grapevine and a causative mutation in CDS has been identified [1, 6, 11], however, its precise mechanism of action is not yet clarified.

In the present work, we investigated for the first time the whole *VviAGL11* gene sequence (promoter and CDS region) on different genotypes representing all four seedlessness classes. We defined three major alleles featuring specific promoter-CDS combinations and demonstrated that the *VviAGL11* expression level is affected by these combinations.

The low level of expression of *VviAGL11* in seedless varieties versus the seeded ones has been already reported and a *cis-*acting misexpression mechanism was proposed as a causative agent [5, 10, 21]. Other authors excluded such a possibility since they found that both mutated and wild-type alleles are expressed at a comparable level in a progeny of Red Globe x Crimson Seedless [11]. However, previously reported data are not directly comparable with those here reported, as obtained by analyzing different tissues or different developmental stages. Instead, our data, obtained on a wider genetic background on ovules and seeds at four developmental stages, revealed significant differences among VviAGL11 expression levels and among the three different alleles. Therefore, we could assume that *cis*-acting elements have a role in regulating the three identified alleles We indeed demonstrated the ability of VviAGL11 to ectopically induce its own expression, and that this ability is strictly dependent on haplotype combinations between the regulatory region and CDS, despite a possible influence of other genomic regions present in different cultivars. Moreover, although our germplasm does not include all possible combinations, a correlation was observed between the haplotype assortment, the *VviAGL11* expression level, and the seedlessness class.

VviAGL11 is a MIKC^c^-type gene, classified as a class D MADS-box gene, whose ability to establish higher-order complexes has already been demonstrated often [22], mediated by the presence of the SEP clade proteins [23]. For example, it has been reported that the grape MADS-box family transcription factor complexes VviAG2/VviSEP3 and VviAGL11/VviSEP3 form tetramers that may be involved in the formation of ovules before flowering and bloom [24]. On the other hand, we focused on the role of VviAGL11 on stenospermocarpy, studying a different developmental phase and this will likely involve different interactions. Despite not testing VviAGL11 direct interaction with other TFs, the CDS mutation was already described as located in the C-terminus protein region and thus putatively affecting the ability to establish higher-order complexes [11]. The novelty of our work was discovering the self-activation mechanism of VviAGL11 which has never been described previously.

These findings led us to propose a mechanism of self-activation and target activation exerted by VviAGL11 (Fig. 6).

**Figure 6:**
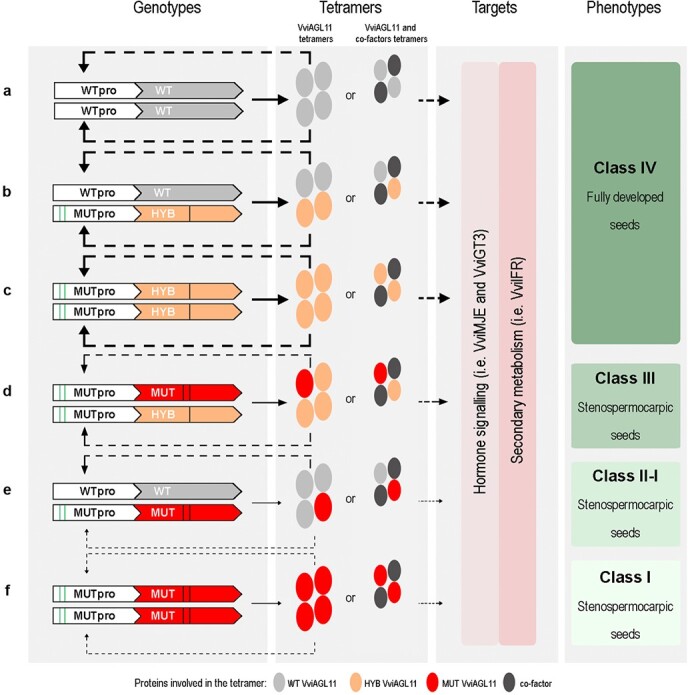
Proposed mechanism model of VviAGL11 causative effect on stenospermocarpy. Effects of haplotype combinations of promoters and CDS regions (**a**-**f**) on self-regulation of VviAGL11 transcription and regulation of target genes leading to different phenotypes. Solid lines indicate protein expression and dashed lines indicate gene regulation. Line thickness is proportional to the intensity of action simplified to three levels (i.e. high, medium and low).

We hypothesize that in the homozygous WT-WT CDS condition (i.e. Red Globe) the VviAGL11 protein is assembled as homo-tetramers that bind the *WTpro* and self-activate the WT CDS expression. These homo-tetramers can activate target genes allowing full seed development (Fig. 6a). In the WT-HYB CDS heterozygous condition, VviAGL11 could form hetero-tetramers able to activate both *WTpro* and *MUTpro,* to a similar extent, as observed in Pizzutello Bianco (Fig. 1c). Given that WT-HYB heterozygous cultivars are characterized by fully developed seeds (Fig. 1b), we propose that the WT-HYB hetero-tetramers can induce the expression of candidate targets similarly to the WT homo-tetramers (Fig. 6b). GUS fluorimetric assay and quantitative real-time analyses indicate that the MUT CDS has a reduced ability to self-activate its expression in comparison to that of HYB (Fig. 1c; Fig. 2). We thus propose that in the MUT-HYB CDS heterozygous condition, the HYB form prevails in the hetero-tetramers. Considering that the Afrodita cultivar, representing the MUT-HYB CDS heterozygous condition, belongs to class III of stenospermocarpy with large green vital rudiments (Fig. 1b), we propose that MUT-HYB complexes maintain the ability, albeit reduced, to activate candidate targets (Fig. 6c). In this regard, the direct activity of HYB CDS on target promoters could be further investigated. Conversely, in the WT-MUT CDS heterozygous condition (i.e. Thompson Seedless) the hetero-tetramers have reduced or no ability to self-activate their own expression and to activate putative targets, leading to a stronger stenospermocarpy phenotype (class I or II) (Fig. 6d). In our model, we speculate on a tetrameric organization of the complex involving only VviAGL11, but it should be taken into account the possibility of VviAGL11 interacting with other co-factors as previously proposed [11, 24]. As shown in Figure 6, in this latter hypothesis the combination of the WT AGL11 with the HYB or MUT protein may affect its ability to organize higher order complex and to exert its function on target genes.

Although not present in our germplasm, we included in our model the MUT-MUT and HYB-HYB CDS homozygous conditions in agreement with genotypes and phenotypes reported in previously published data. The MUT-MUT CDS homozygous condition is quite rare since *in vitro* embryo-rescue is required to obtain such crossings and, to our knowledge, only data on the whole berry are available [5] which reported very low levels of VviAGL11 transcription and extremely small seeds and berry phenotypes were recorded for all homozygous analyzed individuals. On the other hand, evidence of a seeded phenotype in an HYB-HYB CDS homozygous condition could be inferred in the variety Muskat zhemchhuzhnyi [25].

Knowing that different combinations of CDSs and regulatory regions could exist, especially in other non-vinifera species belonging to the *Vitis* genus, further studies are required to verify and improve our model. Moreover, a deeper investigation will be necessary to identify other players involved in the regulation of VviAGL11 or other partners able to form heteromeric interaction during seed coat development.

To identify candidate VviAGL11 targets, we compared the transcriptome of developing seeds, from pre-bloom to veraison, in two seeded and two seedless varieties. We highlighted an extensive difference in gene regulation between seeded and seedless varieties at the pre-veraison stage (S3), which is the stage in which *VviAGL11* shows its highest expression level in fully developed seeds. A significant upregulation in seeded varieties of genes involved in embryo development, cell growth and death, transport, secondary metabolism, and hormone signaling was revealed, corroborating previous results [25] [11]. Moreover, given the specificity of our transcriptomic experimental plan, it was possible to monitor the expression pattern of *VviAGL11* and the other identified DEGs, over ovule and seed development. This approach allowed us to achieve a wide comprehensive picture of the central role of VviAGL11 in seedlessness. STEM and *in silico* co-expression analyses highlighted that genes belonging to hormone signaling and phenylpropanoid metabolism share the same expression profile of *VviAGL11* in seeded varieties, suggesting that *VviAGL11* directly controls their expression. Interestingly, genes belonging to these functional categories were also identified in putative minor QTLs related to stenospermocarpy in grapevine [7, 26]. Despite our model being concentrated on the role of VviAGL11as positive regulator, it is known that in Arabodopsis the ortholog gene, SEEDSTICK, represses the expression of seed coat regulators, as reported also in other species [9, 27, 28]. Indeed, among the DEGs identified in the present work, the STEM analysis revealed a cluster of DEGs showing an expression profile opposite to that of VviAGL11, which showed a particularly strong down regulation in S3 when the expression level of VviAGL11 is highest. In detail, cluster 6 might include additional candidate genes negatively regulated by VviAGL11. Further studies are needed to better understand how the self-regulation mechanism can influence the negative modulator role of AGL11 on other targets.

Here we demonstrate the sole *VviAGL11* WT variant’s ability to induce expression of *GT3* and *MJE*, both involved in hormone signaling, and *IFR*, involved in secondary metabolism. These data suggest that the seedless phenotype is not only determined by the peculiar *VviAGL11* expression levels but also by the impaired target genes activation when the mutated VviAGL11 is present.

The *VviGT3* acts in hormonal homeostasis as it is involved in the synthesis of auxin-ester conjugates, fundamental for storage, transport, and reuse of auxin [29]. Auxin is considered a key component in seed development, however, the regulatory mechanisms underlying auxin synthesis and accumulation is not fully described. It was shown that auxin is produced in the endosperm after fertilization and then exported to the integuments where it triggers seed coat development by activation of downstream signaling events [30]. A general upregulation of genes involved in auxin synthesis, and a sharp increase in auxin level, were previously found in seedless berries [31]. Significant downregulation of key factors acting on the pathways controlling auxin homeostasis, such as *GH3s*, a *DIOXYGENASE FORAUXINOXIDATION-like,* and 2 *indole-3-acetate beta-glucosyltransferase*, was found in the defective endosperm 18 (de18) mutant of maize [32], and it was also recently shown that a rice indole-3-acetate beta-glucosyltransferase (OsIAGLU) regulates seed vigor possibly influencing seed development and seed germination in rice [32]. We, therefore, suggest that VviAGL11 could control the spatial distribution of the active auxin form, by inducing *VviGT3* during grapevine seed development*.*

The *VviMJE* gene is involved in demethylation of methyl jasmonate (MeJA) ester conjugates, the inactive or storage form of jasmonic acid (JA) [33]. In strawberry, it was observed that MeJA treatment affects fruit firmness altering the regulation of some cell wall metabolism-related genes and lignin accumulation [34]. In grapevine leaf, JAs induce senescence and affect the metabolism of cell wall polysaccharides [35, 36]. These observations suggest a role of *VviMJE* in the progressive thickening of the cell wall of the integumental cell layers which incorporate a large amount of pectic polysaccharides during seed coat development [36, 37]. Interestingly, it was also demonstrated that the methylesterase family catalyzes the hydrolysis of a C-O ester linkage of methyl esters not only of jasmonic acid but also of indole-3-acetic acid [38], proposing a role of these enzymes also in auxin homeostasis. Consistently, among the top list of putative VviAGL11 targets, we found the auxin-dependent protein arcA, now recognized as RACK1 (Receptor for Activated C Kinase 1), a scaffold protein that mediates hormonal responses and has a regulatory role in multiple developmental processes [39]. Altogether this evidence strengthens the hypothesis that VviAGL11 directly controls the optimal active auxin level during seed coat development.

It is well known that during seed development several flavonoids are accumulated in the innermost layer of the seed coat, playing a role in seed coat and endosperm crosstalk [40]. Interestingly, several genes involved in flavonoid metabolism have been identified as putative direct or indirect VviAGL11 targets. In detail, two *phenylalanine ammonia-lyases*, *chalcone synthase 2*, two *chalcone isomerases* (*VviCHI1* and *VviCHI2*), a *flavanone-3-hydroxylase* (F3H2), *leucoanthocyanin dioxygenase VviLDOX*, *anthocyanin reductase VviANR*, a *flavanol synthase*, and six *isoflavone reductases* have been found in the top-100 list of candidate *VviAGL11* target genes. 

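Of the flavonoid genes in the list of candidate targets, 12 were paired with a probe, the 6 isoflavone reductases among them. The mean of the linear scaled signal was highest at S3 for 12 of the 12 in RG, for 9 in IT and for 11 in TS. Without scaling these numbers were 12, 11 and 8. Apart from the isoflavone reductases, flavonol synthase (VIT_18s0001g03430) was higher in RG than in TS at S3 by 1.96 on the log2 scale (adjusted p = 0.0030 from limma), while VviCHI2 (VIT_13s0067g02870) at 1.24 (adjusted p = 0.080), VviANR (VIT_00s0361g00040) at 0.88 (adjusted p = 0.36), VviLDOX at 0.85 (adjusted p = 0.50), F3H2 (VIT_18s0001g14310) at 0.14 (adjusted p = 0.84) and PAL (VIT_06s0004g02620) at 0.04 (adjusted p = 0.98) were not past the threshold. VviCHI2 was past it with a block for slide, scan session or replicate number (adjusted p = 0.011 with slide as a random block), with only the arrays of the groups compared, with array weights and by most forms of the methods' t-test. VviANR was past it with slide as a fixed block (1.16, adjusted p = 0.037) and VviLDOX with array weights (1.02, adjusted p = 0.044), and both by the methods' t-test on unscaled log2 signals. The estimation of the array weights gave a warning that it had not converged.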

Almost all these, flavonoid-related genes clusterized together and show a peak of expression at the S3 stage in the two seeded varieties (Fig. 4), suggesting that *VviAGL11* takes part in the control of the synthesis and accumulation of flavonoid compounds during seed development. We demonstrated that VviAGL11 directly activates one of the identified isoflavone reductases (IFRs). IFRs are unique to the plant kingdom and are considered to have crucial roles in plant response to various biotic and abiotic environmental stresses. Isoflavonoids are not abundant compounds in grapevine seeds. However, observations in soybean concerning the increase of isoflavone production in cell cultures after MeJA treatment [41] and PvIFR1’s involvement in plant growth, root development, and symbiosis, all processes in which auxin transport is involved [42], allowed us to hypothesize crosstalk among MeJA, auxin, and isoflavonoids synthesis and that this crosstalk could be orchestrated by VviAGL11. The exact functions of IFRs in grapevine remain to be elucidated.

Interestingly, VviAGL11 levels rising in the outer integument, virtually without limit, is an acceptable feature in a tissue intended to store large quantities of toxic secondary metabolites until full lignification occurs as the seed coat.

## Conclusions

In this work, we propose new insights about the VviAGL11 central role in seedlessness by identifying three target genes positively regulated by VviAGL11 and showing a dominant-negative effect of the MUT CDS on their activation. Overall, data allowed us to hypothesize a VviAGL11 mechanism of action based on networks of interactions between the different allelic products of VviAGL11 and its regulatory region. We outline a simple framework supported by functional experimental results to reasonably explain the molecular bases of partial dominance of the stenospermocarpic allele over the seeded allele. Although not conclusive, and not fully demonstrated at the protein level, this mechanism also allows us to explain the effects on fruit size through interaction with key components of hormonal signaling, which will allow the development of better breeding strategies to obtain new seedless varieties.

## Materials and methods

### Plant material

Seeded (Red Globe, Italia, Incrocio Conegliano 218, Duca di Magenta, Incrocio Pirovano 77, Incrocio Prosperi 105, Almeria and Pizzutello Bianco) and seedless (Autumn Royal, Thompson Seedless, Supernova, Afrodita) table grapevine varieties were selected from a grape collection grown in the experimental field of the Research Centre Viticulture and Enology in Turi, Italy, under conventional vine management and without hormone treatments in the 2013–2014 seasons.

*Nicotiana benthamiana* plants for transactivation assays were grown from seeds in a greenhouse with temperature between 21°C and 30°C, relative humidity of approximately 32–50% and a 15 h/9 h light/dark cycle.

Thompson Seedless plantlets for VviAGL11 transient overexpression were *in vitro* micro-propagated and cultivated in a growth chamber at 25°C with a 16-h photoperiod.

### Isolation and cloning

By using the Phusion® High-Fidelity DNA Polymerase (Biolabs), the CDS of *VviAGL11* was isolated from Italia, Thompson Seedless, and Afrodita cDNAs by extracting total RNA from seeds at pea size and performing retrotranscription with oligo dT. The regulative region of *VviAGL11* (2147 bp) was isolated from Italia and Afrodita genomic DNA, and the regulative region of *VviMJE* (1145 bp), *VviGT3* (922 bp) and *VviIFR* (1427 bp) was amplified from Italia genomic DNA. Genomic DNA was extracted from leaves with DNeasy Plant mini-column kit (Qiagen, Hilden, Germany).

The isolated sequences were directionally cloned into the Gateway entry vector pENTR/D-TOPO (Invitrogen, Waltham, MA, USA) and transferred by site-specific LR recombination into a specific binary vector (http://www.vib.be/en/research/services/Pages/Gateway-Services.aspx). The *VviAGL11* CDSs were transferred into the pK7GW2,0 overexpression vector. The *VviAGL11* regulative regions were transferred into the pKGWFS7 reporter vector to control *GFP* and *GUS* expression. The *VviMJE*, *VviGT3, VviIFR*, and the WT *VviAGL11* regulative regions were transferred into the pPGWL7.0 reporter vector to control the *Firefly Luciferase* gene (*LUC*) expression. All cloned sequences have been checked with Sanger sequencing.

### *VviAGL11* gene sequencing

*VviAGL11* gene sequences (promoter and CDS) were amplified from genomic DNA of table grapevine varieties by using the Phusion Hot Start II DNA Polymerase (Thermo Fisher Scientific). PCR products were purified from agarose gel using Illustra GFX PCR DNA and Gel Band Purification Kit (Merck KGaA, Darmstadt, Germany) and then sequenced by Ion Torrent technology (Thermo Fisher Scientific). Amplicon libraries were prepared by using the Ion Plus Fragment Library Kit (Thermo Fisher Scientific) following manufacturer instructions. The enriched library was loaded on Ion PGM 314 chip and sequenced on the Ion PGM™ sequencer using Ion PGM™ Sequencing 200 Kit v2. Reads were aligned on the grapevine reference genome (12X.v2) of Pinot Noir [43]. The depth of sequencing obtained was approximately 800X. Variant caller plugin provided in the Torrent Suite Software was run for the identification of polymorphisms across the reference. Sequences were viewed by the Integrative Genomics Viewer (IGV) [44].

### GUS Fluorimetric assay

The pK7WG2.0 vectors containing the *VviAGL11* CDSs and the pKGWFS7 vectors harboring the *VviAGL11* regulative regions were transferred to *A. tumefaciens* EHA105 strain by electroporation. A GUS Fluorimetric Assay was performed in *Nicotiana benthamiana* leaves infiltrated as previously described [45]. Frozen leaves collected 72 h after *Agrobacterium*-mediated infection were homogenized in Extraction Buffer (NaHPO_4_ 1 M pH 7.0, Na_2_EDTA 0.5 M pH 8.0, Sarcosyl, Triton X-100 10%, 2-Mercaptoethanol 10 mM) and centrifuged at 13000 rpm for 2^m^. A 1:10 dilution of the extracted protein was incubated at 37°C with Assay Solution (10 mg of MUG in 10 ml of Extraction Buffer) and after 1 h the reaction was stopped with an equal volume of NaCO_3_ 0.2 M and the fluorescence (Exc. 355 nm - Em. 460 nm) was detected. To calculate the amount of MUG converted to 4-MU in 1 h, a T0 plate stopping the reaction immediately after the addition of the Assay Solution was also processed.

### Transcriptomic assays on grapevine ovules and developing seeds

Total transcriptome assays were performed on ovules and developing seeds derived from two seeded (Italia and Red Globe) and two seedless (Thompson Seedless and Autumn Royal) table grape varieties. Four developing stages were considered: pre-bloom (BBCH 57–60; E-L 17), post-bloom (BBCH 65–68; E-L 19–25), pea size (BBCH 73–75; E-L 29) and veraison (BBCH 81; E-L 35) (Lorenz, Eichhorn et al. 1995) (Fig. 3a). Ovules were extracted from pre-bloom flowers under a stereomicroscope with the aid of tweezers and needles. Upon extraction, ovules were immediately transferred in a centrifuge tube containing 50 μl of water to prevent drying and kept in ice. When enough ovules were collected (50 to 100 depending on size) tubes were spun and water was removed then snap-frozen in liquid nitrogen.

Total RNA was extracted from 0.1 g of ovules or seeds collected at each experimental stage with Total RNA Isolation Mini Kit (Agilent Technologies). RNA integrity was assessed by automated gel electrophoresis on 2100 Bioanalyzer (Agilent Technologies). The cDNA synthesis, labeling hybridization, and washing were performed according to the Agilent Microarray-Based Gene Expression Analysis Guide (6.9.1). Hybridization was carried out in an Agilent custom microarray (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL26142). The array images were analyzed using the Agilent Feature Extraction software version 12.0. Microarray expression data were normalized by the 75 percentile threshold and negative signals were filtered out. Functional annotation was implemented accordingly to the V1 version of the 12X draft release of the grapevine genome and functional categories distribution [45] (Data S1). Differentially expressed genes (DEGs) were determined by performing a t-test using TMeV software (https://sourceforge.net/projects/mev-tm4/). with a p-value of 0.05%. DEGs were grouped by VENN diagrams (http://bioinformatics.psb.ugent.be/) and DEG patterns in all stages and varieties were investigated by applying the STEM clustering method [46].

### In situ hybridization (ISH)

Samples were collected from *Vitis vinifera* cv. Corvina clone 48 grown in Montorio (45° 27′ 17” North, 11° 03′ 14″ East, Verona, Italy) in a commercial vineyard in the 2010-2011growing seasons. Berries were collected 8 weeks before veraison (E-L stage 34). Tissue fixation, embedding, and sectioning were carried out as previously described [47]. ISH steps were performed as previously described [48]. *VviAGL11, VviMJE, VviGT3* and *VviIFR* probes were prepared by PCR on cloned fragments obtained from seeds cDNA of *V. vinifera* cv. Corvina [47].

### Expression analysis in grapevine leaves transiently overexpressing *VviAGL11*

Five *in vitro* grapevine Thompson Seedless plantlets were agroinfiltrated with *A. tumefaciens* C58C1 strain, either transformed with the *35S:VviAGL11wt* construct with a pK7WG2.0 control vector containing a non-coding sequence [49]. Total RNA of *Agrobacterium*-infiltrated grapevine was isolated from ~20–40 mg of young and well-expanded ground leaves using Spectrum™ Plant Total RNA kit (Merck KGaA). RNA samples were quantified with the NanoDrop 2000 instrument (Thermo Fisher Scientific) and 1 μg aliquots were treated with DNase I (Ambion, Thermo Fisher Scientific) and reverse transcribed using Super-Script™ III Reverse Transcriptase (Invitrogen). The expression level of *VviAGL11*, *VviMJE*, *VviGT3,* and *VviIFR* was determined by quantitative real-time polymerase chain reaction (RT-qPCR) in a transiently transformed grapevine. Leaves were chosen to avoid the dominant effect of the mutation on the target genes expression induction, because, according to Fasoli et al. (2012) the *VviAGL11* expression level in leaves is negligible.

### Dual-luciferase reporter assay

The pK7WG2.0 vectors containing the *VviAGL11* CDSs and the pPGWL7 vectors harboring the *VviMJE, VviGT3, VviIFR*, and the WT *VviAGL11* regulative regions were transferred to *A. tumefaciens* EHA105 strain (Hellens, Mullineaux et al. 2000) by electroporation. Dual-Luciferase Reporter Assay was performed in *Nicotiana benthamiana* leaves infiltrated as previously described [45]. The assay was performed on fresh leaf disks collected 72 h after *Agrobacterium*-mediated infection and following the manufacturer’s instruction (Promega). A reference vector overexpressing the *Renilla reniformis* luciferase gene (*REN*) was used to normalize LUC luminescence. REN and LUC luminescence were detected using a Tecan Infinite ® M200 PLEX instrument.

### Bioinformatics

Co-expression analysis based on Pearson’s correlation coefficient was carried out using Cor.To tool and *VviAGL11* (*VIT_18s0041g01880*) as bait in the entire transcriptome of ovules and developing seeds and in the published Corvina atlas [18] (Data S6). Correlation analysis of *VviAGL11* expression was also performed exploiting the grapevine VTCdb database (http://vtcdb.adelaide.edu.au/Home.aspx) selecting HRR co-expression measure [19]. All the genes resulted by the co-expression analysis were sorted by assigning a value to a) concordance between the different data sources, b) intensity of correlation with *VviAGL11* given by multiplying each value of correlation from the different data source, c) levels of expression in the target tissues according to the overall intensity of fluorescence determined in our transcriptomic analysis. A final score to each gene was given by multiplying a)^*^b)^*^c) and finally all genes in the dataset were sorted accordingly from highest to lowest (Data S6). A minimum averaged expression level in ovules and seed samples was also considered as a positive parameter and this combined with parameter b) allowed us to focus our attention on those genes positively correlated to *VviAGL11* which indeed are putatively activated by VviAGL11, in order to make easier their functional validation.

All the primer sets used are listed in Table S2.

### Accession numbers

*VviAGL11* data sequences reported in this paper have been deposited in the Sequence Read Archive (SRA) of NCBI under the BioProject accession number PRJNA816322 (Biosample accession numbers from SAMN26669120 to SAMN26669128).

Microarray data of the transcriptome of the ovule and seed samples are available at GEO under the series entry GSE186838 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186838).

## Supplementary Material

Web_Material_uhac133 Click here for additional data file.

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article and its supplementary material, at GEO for the Microarray data, and at NCBI SRA for sequences data.

# Supplementary material for: VviAGL11 self-regulates and targets hormone- and secondary metabolism-related genes during seed development
**Source:** Hortic Res. 2022 Jun 10;9:uhac133. doi: 10.1093/hr/uhac133
**Supplement:** Web_Material_uhac133

**Supplemental Data**

**VviAGL11 self-regulates and targets hormone and secondary metabolism crosstalk during seed development**

Alessandra Amato, Maria Francesca Cardone, Nallatt Ocarez, Fiammetta Alagna, Benedetto Ruperti, Chiara Fattorini, Riccardo Velasco, Nilo Mejía, Sara Zenoni^*^, Carlo Bergamini^*^

**Figure S1.** Assessment of the allelic specificity of primer pairs reported in Table S2.

**Figure S2.** *VviAGL11* regulatory regions clustering analysis.

**Figure S3.** WT *VviAGL11* promoter region analyses.

**Figure S4.** Venn diagram of common and specific differentially expressed genes (DEGs) between SD and SL varieties at each developmental stage.

**Figure S5.** Clustering analysis of the 5971 DEGs identified at S3 stage (SDvsSL and/or RGvsTS) during the entire ovule and seed development in the four varieties by STEM approach.

**Figure S6.** *VviAGL11* expression level in agroinfiltrated grapevine Thompson Seedless plantlets.

**Figure S7.** CArG boxes identification in the *VviAGL11* candidate target genes promoter region.

**Figure S8.** Validation of the WT *VviAGL11* self-induction.

**Table S1.** Variant caller output for the Ion PGM™ sequencing of VviAGL11 whole gene in nine table grape varieties.

**Table S2.** List of primers used.

**Data S1.** Ovules and developing seeds transcriptome of two seeded (Italia and Red globe) and two seedless (Thompson Seedless and Autumn Royal) table grape varieties.

**Data S2.** Differentially expressed genes (DEGs; p<0.05; |FC|>2) between SD and SL varieties at each developmental stage.

**Data S3.** Differentially expressed genes (DEGs; p<0.05; |FC|>2) between RG and TS varieties at stage S3.

**Data S4.** Commonly up and downregulated genes among differentially expressed genes (DEGs; p<0.05; |FC|>2) identified at stage S3 in both the SDvsSL and RGvsTS comparisons.

**Data S5.** STEM analysis on the four varieties developing seed datasets.

**Data S6.** Multi-*VviAGL11* co-expression analysis.

**Supplemental Figures**

**
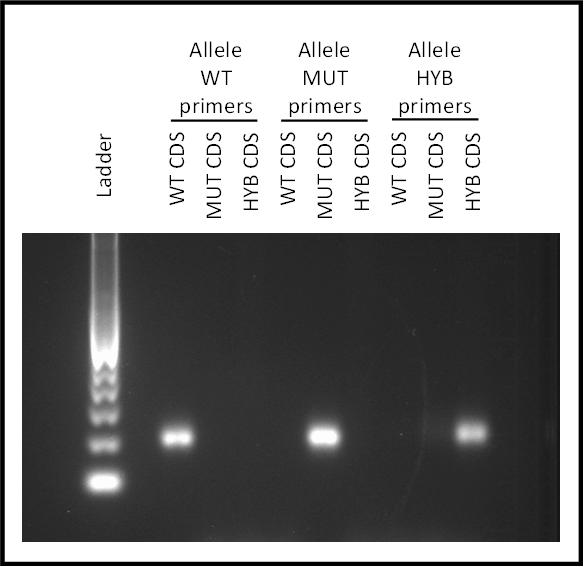
**

**Figure S1.** Assessment of the allelic specificity of primer pairs reported in Table S2. Primers were used in Quantitative real-time polymerase chain reaction (RT-qPCR) described in Figure 1C. PCR conditions: 30 cycles, 50 ng of template WT, MUT and HYB cloned CDSs, 60°C annealing temperature.

**
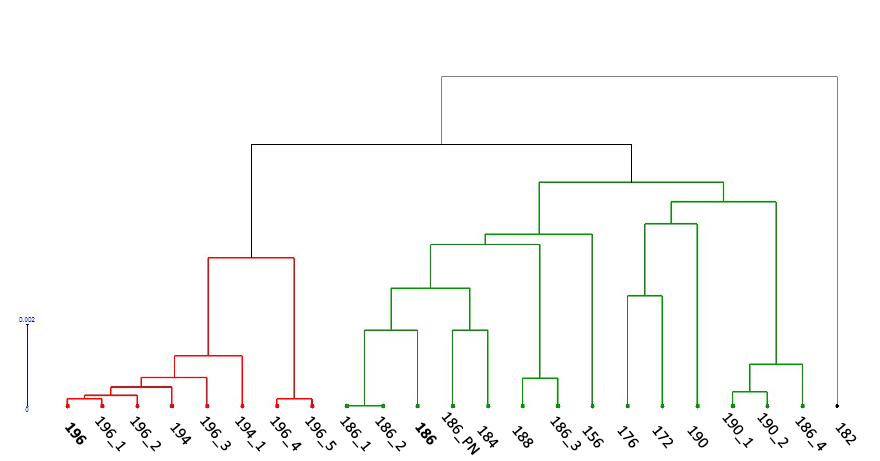
**

**Figure S2. *VviAGL11* regulatory regions clustering analysis**. UPGMA Hierarchical Clustering was applied to the upstream region of *VviAGL11* (-2993 to -1 bp from transcriptional starting site). Dissimilarity was calculated on Sanger sequencing data previously obtained^1^ using DARwin software (available online at <http://darwin.cirad.fr/darwin> Retrieve on 11^th^ July, 2014). Default settings were used for dissimilarity of sequence data (Missing Data gestion: Pairwise site deletion and 90% of minimal proportion of valid data; Gaps gestion: pairwise gap block correction and minimal size set to 1) and also for Hierarchical Clustering (unweighted pair group method using average UPGMA). Promoters are named according to their p3_VviAGL11 SSR size. PN40024 reference genome promoter is 186_PN. MUTpro and WTpro regulatory regions used for all experiments performed in this paper are in bold and named respectively 196 and 186. Promoters are clustered in two major groups (coloured in red for MUTpro and green for WTpro) and one outlier (182).

**
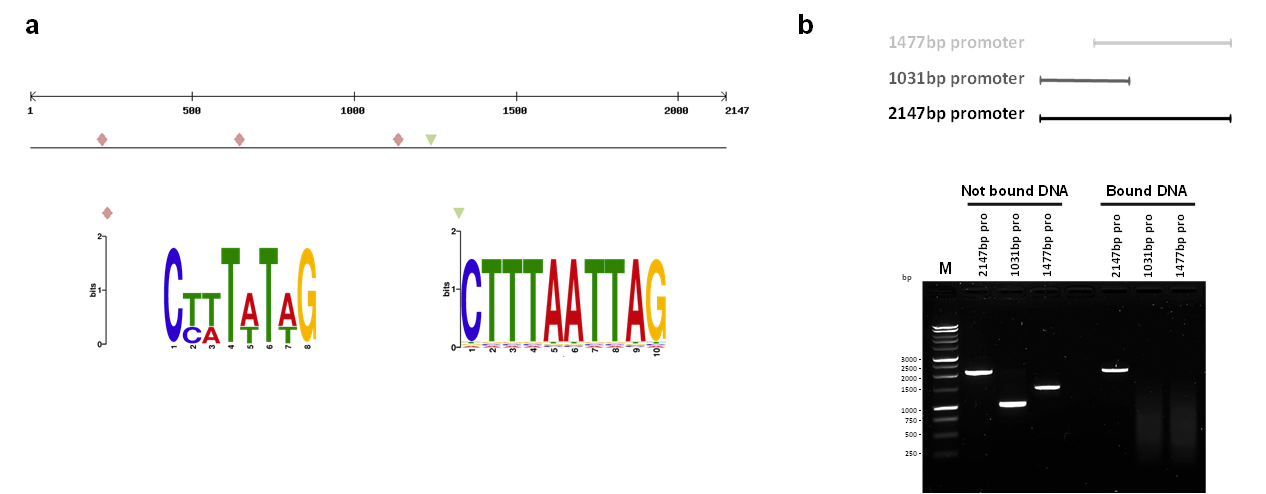
**

**Figure S3. WT *VviAGL11* promoter region analyses.** **a** CArG boxes identification in the WT VviAGL11 regulative region. The isolated and cloned DNA sequence was screened for *cis*-acting elements by using the The Plant Promoter Analysis Navigator (PlantPAN; http://PlantPAN2.itps.ncku.edu.tw) and CArG boxes were identified by searching for the CC(A/T)_6-8_GG consensus sequence^2,3^. The motif comparison of the same length DNA binding sites (represented by the same position indicator) was retrieved by using the Tomtom tool (https://meme-suite.org/meme/tools/tomtom). **b** Preliminary protein-DNA affinity assay. The affinity of the WT VviAGL11 protein with the WT *VviAGL11* regulative region (2147bp) and with two fragments of it (a 1031bp sequence and a 1477bp sequence schematized on the top) was preliminary tested. The WT *VviAGL11* sequence cloned in the pENTR/D‐TOPO was transferred to the Gateway destination vector pIX‐HALO^4^. The HALO‐VviAGL11 fusion protein was *in vitro* translated using the TNTR SP6 coupled reticulocyte lysate system (Promega). Separate aliquots of the obtained protein were immobilized to the Magne® HaloTag® Beads (Promega) and mixed with 150 ng of DNA. Protein-DNA incubation and bound DNA elution were performed according to the DAP‐seq protocol described by Galli et al.^5^. Putative bound DNA sequences were amplified using primer sets listed in Table S2 and gel visualized. Not bound DNAs were also run and we observed that only the 2147 bp *VviAGL11* promoter is detectable before and after the affinity assay suggesting that it is likely bound by the VviAGL11 protein.

**
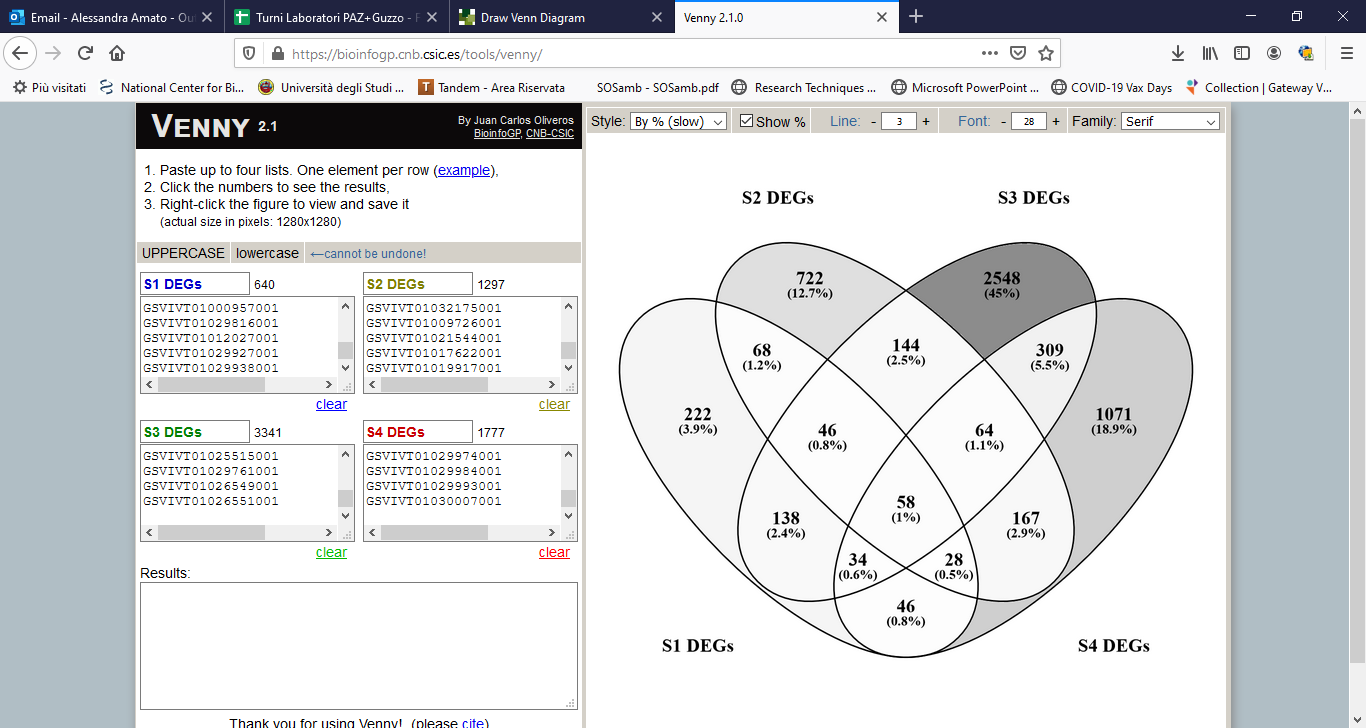
**

**Figure S4. Venn diagram of common and specific differentially expressed genes (DEGs) between SD and SL varieties at each developmental stage.**

**
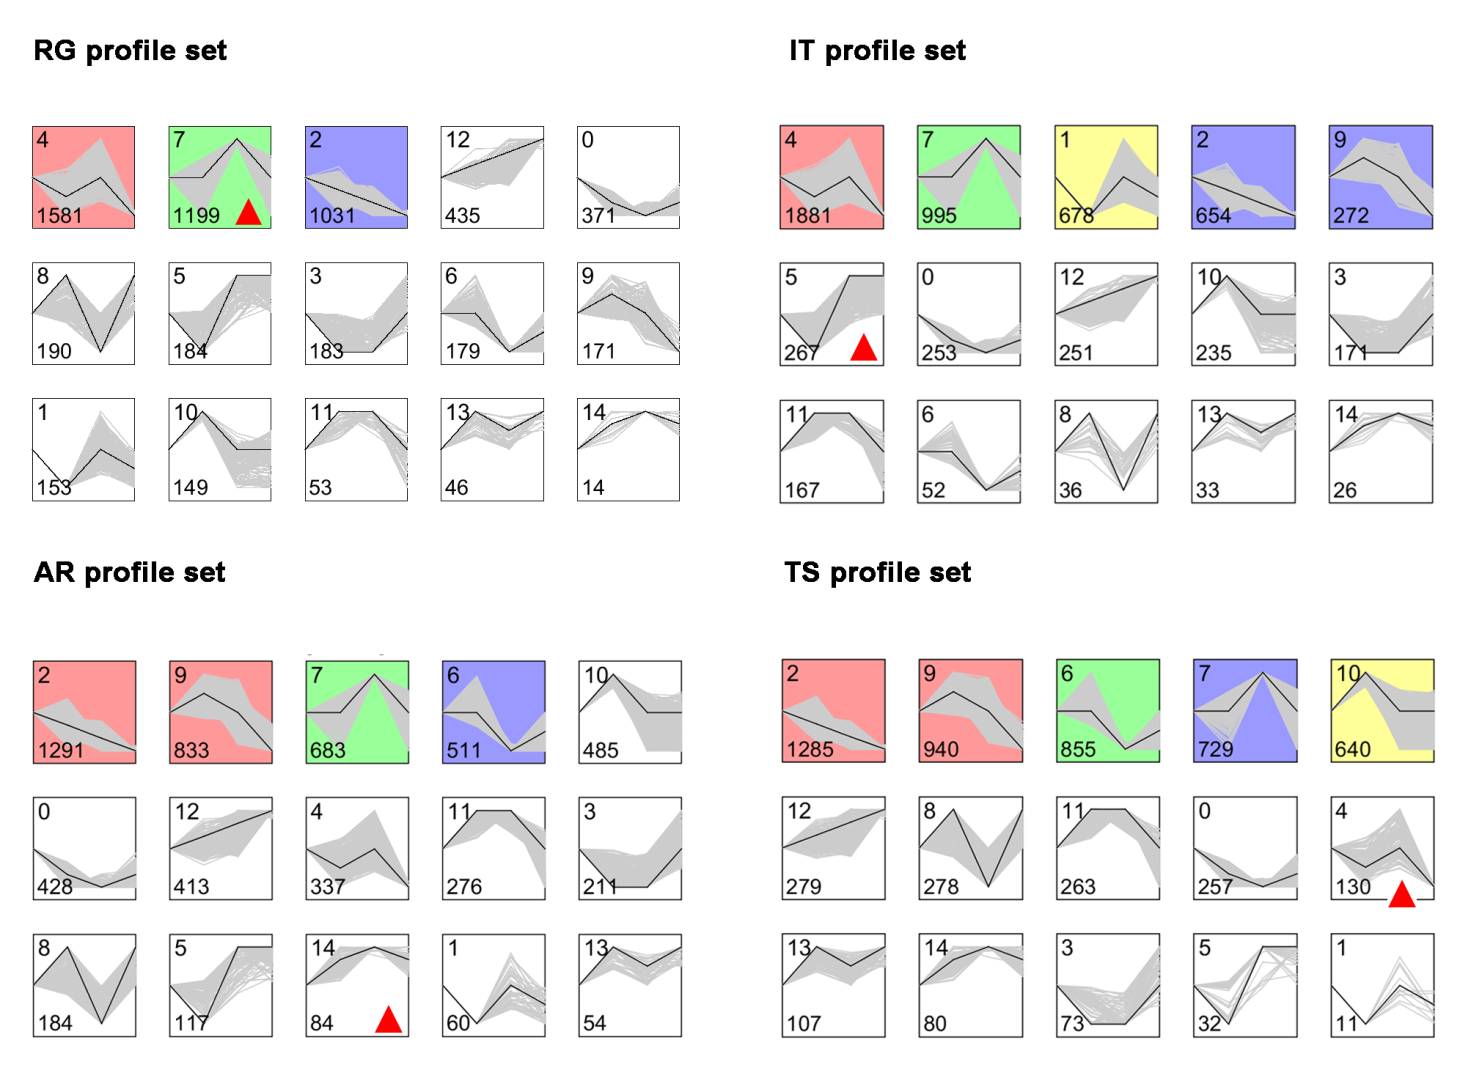
**

**Figure S5. Clustering analysis of the 5971 DEGs identified at S3 stage (SDvsSL and/or RGvsTS) during the entire ovule and seed development in the four varieties by STEM approach.** In the 15 frames for each variety, the number of genes is displayed to the bottom left, the number ID is shown to the top left, g*ray curves* represent individual profiles and the *black line* represents the averaged profile. The x-axis represents sampling points and the y-axis denotes log_2_ scale fold change in expression value. The significant clusters are colored and red triangles mark the *VviAGL11* including cluster.

**
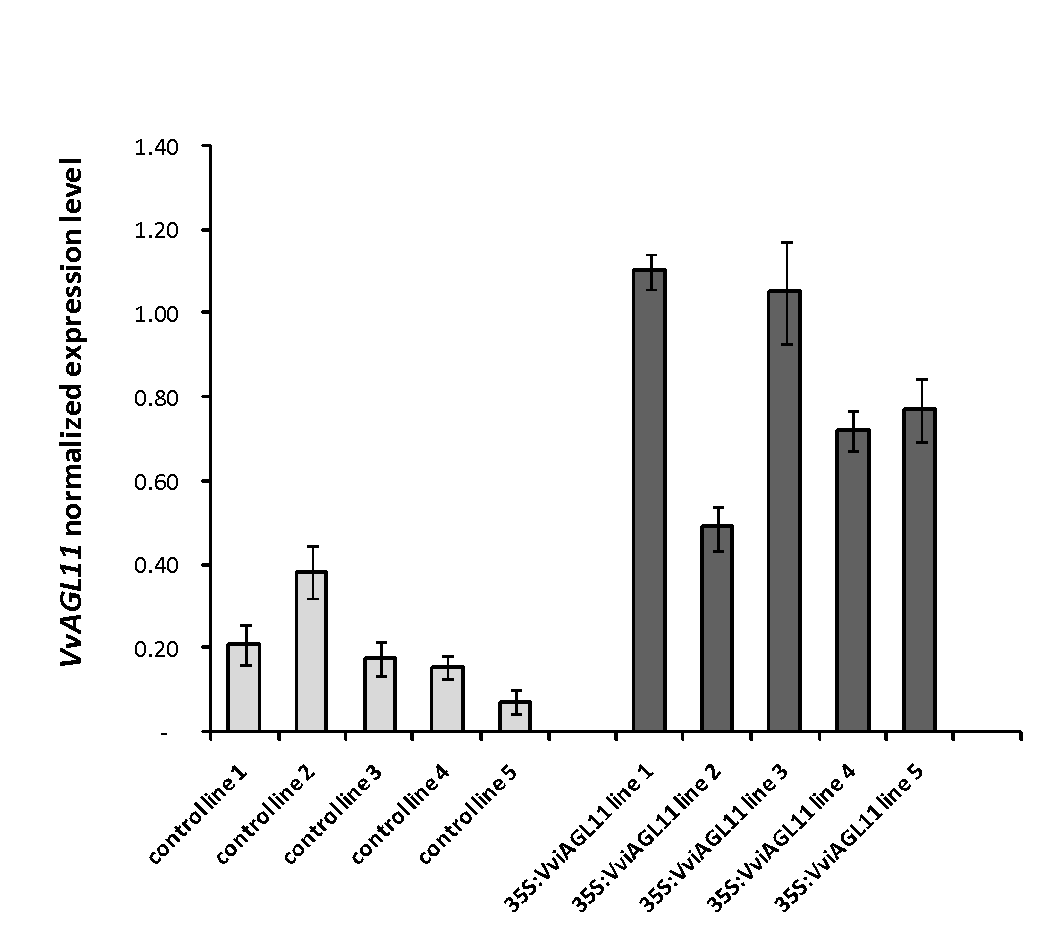
**

**Figure S6. *VviAGL11* expression level in agroinfiltrated grapevine Thompson Seedless plantlets.** *VviAGL11* expression level in control and overexpressing (35S:VviAGL11) lines was determined by RT-qPCR performed as previously described^6^. Each value corresponds to the mean ± SE of three biological replicates relative to the *VvUBIQUITIN1* internal control. Asterisks (*) indicate the control and the *VviAGL11* overexpressing lines used to further investigate the *VviMJE, VviGT3* and *VviIFR* expression level. SE, standard error.

**
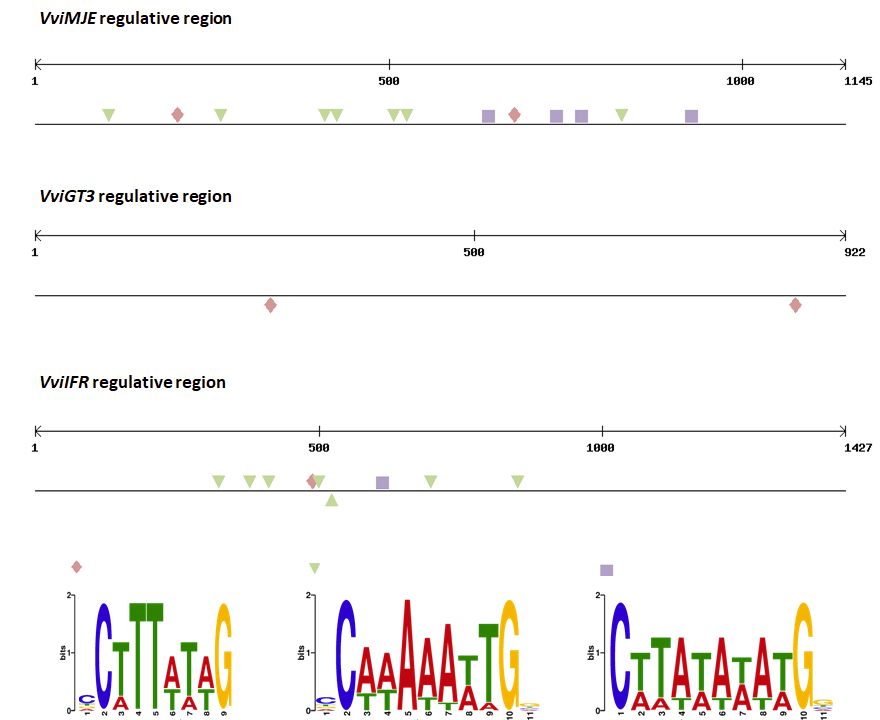
**

**Figure S7. CArG boxes identification in the VviAGL11 candidate target genes promoter region.** All the isolated, cloned and tested for VviAGL11 transactivation DNA sequences (**Figure 5c**) were screened for *cis*-acting elements by using the The Plant Promoter Analysis Navigator (PlantPAN; http://PlantPAN2.itps.ncku.edu.tw) and CArG boxes were identified by searching for the CC(A/T)_6-8_GG consensus sequence^2^. The motif comparison of the same length DNA binding sites (represented by the same position indicator) was retrieved by using the Tomtom tool (https://meme-suite.org/meme/tools/tomtom).

**
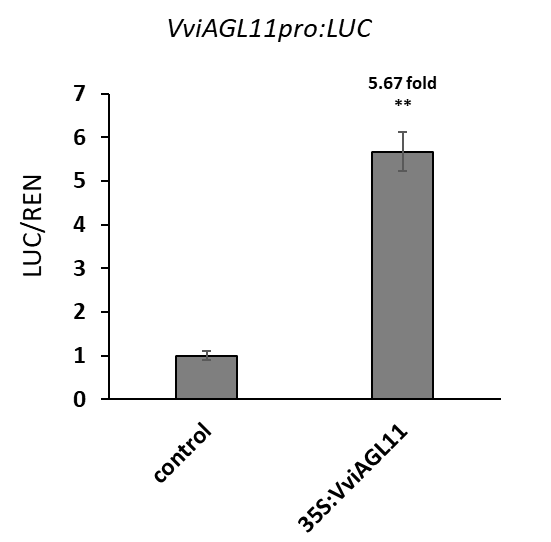
**

**Figure S8. Validation of the WT *VviAGL11* self-induction.** The capability of the VviAGL11 WT protein to activate the *WT VviAGL11* regulative region was tested by performing a Dual-Luciferase Reporter assay in inﬁltrated *Nicotiana benthamiana* leaves. LUC expression values relative to the REN expression and normalized against controls is reported. Negative control was performed by infiltrating *Nicotiana benthamiana* plants with only reference vectors. Each test was performed in biological triplicate and each value was measured in triplicate. Each graphed value corresponds to the mean ± SE. Asterisks (**p < 0.01) indicate significant differences in promoter activation in comparison to the respective negative control; SE, standard error.

**Table S1.** Variant caller output for the Ion PGM™ sequencing of *VviAGL11* whole gene in nine table grape varieties. Variants found in VviAGL11 genomic region in grape varieties (Afrodita, Almeria, Conegliano Precoce 218, Duca di Magenta, Incrocio Pirovano 77, Incrocio Prosperi, Red Globe, Regal, Supernova seedless). Sequencing was performed on amplicons, variants were found from position 30.305.666 to 30.777.932 on chromosome 18. In position 30.306.420 is highlighted the T to C variant located in exon 7 shared by both the MUT and the HYB coding sequences. In position 30.306.458 is highlighted the variant C to A specific of the MUT CDS.

**Table S2.** List of primers used. For allele-specific primers the last position (in bold) is sequence-specific, and mismatches introduced to increase the selectivity of amplification are reported (in red).

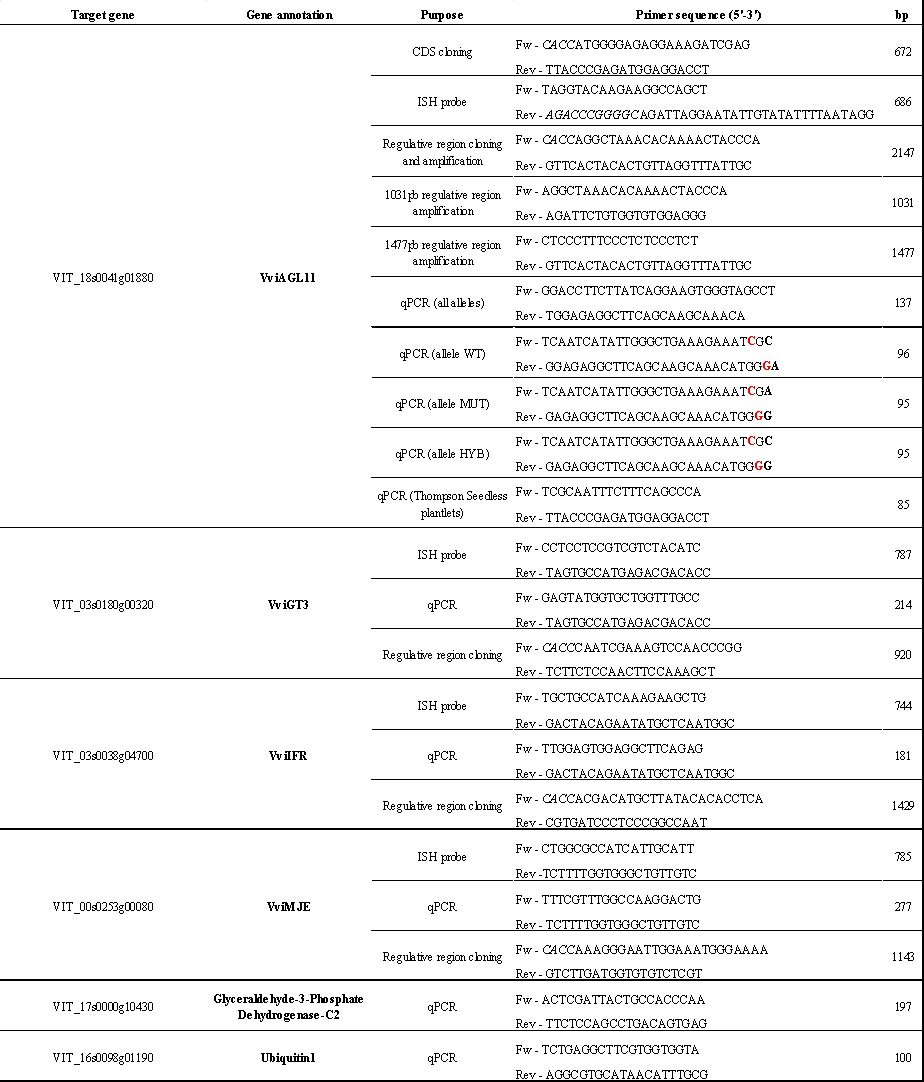

**Data S1. Ovules and developing seeds transcriptome of two seeded (Italia and Red Globe) and two seedless (Thompson Seedless and Autumn Royal) table grape varieties**. Ovules and developing seeds transcriptome of two seeded (Italia and Red Globe) and two seedless (Thompson Seedless and Autumn Royal) table grape varieties. Four developing stages were considered (S1-S4) and each sample has been tested in biological triplicate (48 samples in total). For each gene, the probe name, the gene ID, the gene functional annotation, the functional category and the fluorescence values are indicated. Functional annotation was reported accordingly to the V1 version and functional categories distribution^7^.

**Data S2. Differentially expressed genes (DEGs; p<0.05; |FC|>2) between SD and SL varieties at each developmental stage.** Differentially expressed genes (DEGs; p<0.05; |FC|>2) between SD and SL varieties at each developmental stage. For each gene, the probe name, the gene ID, the gene functional annotation, the averaged fluorescence values, and the FC (SD/SL) are indicated. Functional annotation was reported according to the V1 version of the grapevine reference genome. FC, Fold Change.

**Data S3. Differentially expressed genes (DEGs; p<0.05; |FC|>2) between RG and TS varieties at stage S3.** For each gene, the probe name, the gene ID, the gene functional annotation, the fluorescence values, and the FC (RG/TS) are indicated. 

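In Data S3 each gene has its fluorescence values on the RG and TS arrays at S3 and the ratio of their means. Of the 4904 genes the paper lists, 1996 were in hand. All of their fluorescence values lay within 0.1% of the unscaled scanner intensity, so that the ratios include any difference in overall brightness between the arrays. This table, together with Data S1, served to pair 3842 probes with a V1 gene ID.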

Functional annotation was reported according to the V1 version of the grapevine reference genome. FC, Fold Change.

**Data S4. Commonly up and downregulated genes among differentially expressed genes (DEGs; p<0.05; |FC|>2) identified at stage S3 in both the SDvsSL and RGvsTS comparisons.** For each gene, the gene ID, the gene functional annotation, and the functional category are indicated. Functional annotation was reported accordingly to the V1 version and functional categories distribution^7^. FC, Fold Change.

**Data S5. STEM analysis on the four varieties developing seed datasets.** For each gene, the gene ID, the including cluster, and the expression value at each developing stage normalized on the S1 value set at zero by the software, are indicated.

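STEM assigns each gene to the model profile its values over the stages correlate with best. It then tests whether a profile holds more genes than permuted stages would give. The values of a gene are set against its S1 value, so a profile describes the shape over the stages and not the level of expression.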

**Data S6. Multi-*VviAGL11* co-expression analysis.** *VvAGL11* co-expression analysis was performed in the entire developing ovule and seeds transcriptome from Dataset S1, in the grapevine cv. Corvina expression atlas^8^ and in the VTC database^9^. For genes co-expressed with *VviAGL11* in at least one dataset (n=6,967), the relative Pearson Correlation Coefficient (PCC; columns D-E), the seeded/seedless ratio identified at 3 seed developmental stages by Wang *et al.^10^* and the assigned scoring, are reported. A positive PCC value refers to a positive correlation of expression with *VviAGL11*, while a negative PCC value indicates a negative (divergent or opposite) one. The final scoring was calculated in the last column as described in the pertinent result and material and methods sections. Functional annotation was reported according to the V1 version and functional categories distribution^7^.

**Supplemental reference****s**

1. Ocarez, N. *et al.* Unraveling the Deep Genetic Architecture for Seedlessness in Grapevine and the Development and Validation of a New Set of Markers for VviAGL11-Based Gene-Assisted Selection. *Genes (Basel)* **11**, <http://dx.doi.org/10.3390/genes11020151> (2020).

2. Mendes, M.A. *et al.* MADS domain transcription factors mediate short-range DNA looping that is essential for target gene expression in Arabidopsis. *Plant Cell* **25**, 2560-72 <http://dx.doi.org/10.1105/tpc.112.108688> (2013).

3. Bhupinder, S.a.R.G.F. Redundant CArG Box Cis-motif Activity Mediates SHATTERPROOF2 Transcriptional Regulation during Arabidopsis thaliana Gynoecium Development. *Frontiers in plant science* **8**, <http://dx.doi.org/https://doi.org/10.3389/fpls.2017.01712> (2017).

4. Bartlett, A. *et al.* Mapping genome-wide transcription-factor binding sites using DAP-seq. *Nat Protoc* **12**, 1659-1672 <http://dx.doi.org/10.1038/nprot.2017.055> (2017).

5. Galli, M. *et al.* The DNA binding landscape of the maize AUXIN RESPONSE FACTOR family. *Nat Commun* **9**, 4526 <http://dx.doi.org/10.1038/s41467-018-06977-6> (2018).

6. Zenoni, S. *et al.* Characterization of transcriptional complexity during berry development in Vitis vinifera using RNA-Seq. *Plant Physiol* **152**, 1787-95 <http://dx.doi.org/10.1104/pp.109.149716> (2010).

7. Grimplet, J. *et al.* Comparative analysis of grapevine whole-genome gene predictions, functional annotation, categorization and integration of the predicted gene sequences. *BMC Res Notes* **5**, 213 <http://dx.doi.org/10.1186/1756-0500-5-213> (2012).

8. Fasoli, M. *et al.* The grapevine expression atlas reveals a deep transcriptome shift driving the entire plant into a maturation program. *Plant Cell* **24**, 3489-505 <http://dx.doi.org/10.1105/tpc.112.100230> (2012).

9. Wong, D.C., Sweetman, C., Drew, D.P. & Ford, C.M. VTCdb: a gene co-expression database for the crop species Vitis vinifera (grapevine). *BMC Genomics* **14**, 882 <http://dx.doi.org/10.1186/1471-2164-14-882> (2013).

10. Wang, L. *et al.* Transcriptome analyses of seed development in grape hybrids reveals a possible mechanism influencing seed size. *BMC Genomics* **17**, 898 <http://dx.doi.org/10.1186/s12864-016-3193-1> (2016).

How the deposited data were processed for this re-analysis (not part of the article)

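Gene expression in ovules and developing seeds of the seeded varieties Italia (IT) and Red Globe (RG) and of the seedless variety Thompson Seedless (TS) was measured on a custom 1-colour Agilent grapevine array at 4 stages, with 3 arrays per variety and stage (36 arrays in 12 groups). Autumn Royal was not analysed here, so every comparison of seeded and seedless varieties sets IT and RG against TS alone, and counts from it are not for the same samples as the paper's.

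The authors deposited, for each array, the Feature Extraction output with a processed intensity per spot, corrected for background and spatial trends within the array, and a matrix with the mean processed intensity per probe. Before deposition the authors left out 3982 of the probes in hand from this matrix, which were well above background on a median of 8.33% of the arrays, against 97.2% for the probes kept. The scanner output names an earlier version of Feature Extraction than the Methods, and on all 36 arrays it gives a scan before the seasons that the Methods state for the varieties. The files settle neither point. The Methods describe a normalization by the 75 percentile. Set against the scanner output, 99.96% of the matrix values and all values of Data S3 lay within 0.1% of the unscaled intensity, and the 75th percentile differed 13.3-fold between the columns of the matrix. The step was therefore not in the deposited values and was applied here.

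Each array has 43803 spots that are not controls, for 26688 probes, of which 13245 are spotted more than once. For each probe the processed intensities of the unflagged spots were averaged, and 124 probes with no unflagged spot on at least 1 array were left out, which leaves 26564. The log2 of the mean was taken and the array's 75th percentile was subtracted. A probe was tested when Feature Extraction called it well above background on all 3 arrays of at least 1 of the 12 groups (23068 probes). Percentages of probes well above background, and the range of the 75th percentile, stand with the description of the arrays; signal over background and the number of arrays set the precision. Probe names follow the V0 gene models, and 3842 probes were paired with a V1 gene ID through the parts of Data S1 and Data S3 in hand (1996 of the genes of Data S3). No set or category test was run, since the tables of categories are in hand only in part.

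A limma model (limma 3.58.1 in R 4.3.3) with 1 mean per group was fitted to all 36 arrays (24 residual degrees of freedom), followed by contrasts and empirical Bayes moderation, with Benjamini-Hochberg adjustment over the probes tested. The threshold for a DEG was an adjusted p of 0.05 and a log2 difference of 1 in either direction. Contrasts were the mean of IT and RG against TS, RG against TS and RG against IT at each stage, IT against TS at S3, changes between stages within a variety, and differences of such changes between varieties. Beside named genes an exact permutation test of the arrays was run, whose smallest two-sided p is 0.1 for 3 arrays against 3 and 0.0119 for 6 against 3. All p-values of IT and RG against TS take replicate arrays as units. They measure spread between arrays and not between varieties of a class.

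Profiles over the stages followed the STEM rule: the means at the 4 stages on the linear scaled signal were assigned to the model profile, of 15, with the highest Pearson correlation, and profile sizes were tested against permuted stages by a binomial test with Bonferroni correction (0.05). Co-expression was measured by Pearson and Spearman correlation of linear scaled signals with permutation tests of 100000 resamples, adjusted over 26 genes. These steps used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

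The genes named in the text were fixed in advance by a rule: every gene the paper names in its Results or Discussion on the array data that a table pairs with a probe, and the 5 probes with the largest rise and the 5 with the largest fall in RG against TS at S3 among those called, well above background on at least 1 array of both groups and without overlap between the arrays of both groups. CHS2, CHI1, the second phenylalanine ammonia-lyase and RACK1 were not paired with a probe and are not analysed here. The values of 1 other named gene are not reported here.

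The settings varied were the scaling (quantile normalization, no scaling, a 75th percentile over probes well above background, a normexp background correction with an offset of 50 on the median signals, the matrix values), the filter on dim probes (none, all arrays, a floor of 10), the arrays in the fit, blocks for replicate number, slide and scan session, limma's array weights, the methods' t-test in several forms, and each array left out in turn. For the normexp setting the median signal of each spot was used, because the scanner output in hand has no mean signal. The estimation of array weights gave a warning that it had not converged. The Methods give the p-value of the t-test as 0.05% while the Results give 0.05, and both were run. Welch's t-test on linear signals with whole degrees of freedom, unscaled and scaled, was added after the counts had been compared with the paper's. Before this choice 27 forms of the t-test on unscaled signals were compared with the paper's counts for RG against TS, and the unscaled Welch form with degrees of freedom rounded down was the one that gave both.

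The procedures were tested on simulated data. With 200 of 23068 probes changed by a log2 difference of 2 between 3 arrays and 3, limma called 61.5% of them and 7 unchanged probes, the methods' t-test 74.0% and 472, and Welch's t-test with whole degrees of freedom 45.0% and 170. The profile rule recovered 98.0% of simulated series, and 98.5% of simulated correlations were within 0.2 of the true value.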

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

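The tests of an array's correlation with its own group, for IT S1 replicate 3 and IT S3 replicate 2, and the test of VviMJE by the size of its difference without 1 array were chosen only after the result was seen; the other tests of this part were chosen before it.

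Among the 6 SD arrays of a stage, IT S1 replicate 3 and IT S3 replicate 2 lay far from the others by Dixon's test. On IT S1 replicate 3, 38.7% of the probes were well above background, against a mean of 83.5% on the other SD arrays of S1. On IT S3 replicate 2 the 75th percentile of the signal was 1197, against a mean of 548 on the other SD arrays of S3. Dixon's test was run on 24 sets of 6 arrays and chance alone passes about 1 in 20 sets, so 1.2 such arrays would come by chance where 2 were found. A mislabelled array is argued against: over the 9187 probes well above background on all arrays, IT S1 replicate 3 correlated at 0.908 with the other arrays of its group and at most at 0.830 with another group (IT S3), and IT S3 replicate 2 at 0.949 with its own group and at most at 0.855 with another (IT S1). A dim hybridisation of the first array and a bright one of the second may account for their brightness, since both kept the pattern of their group at 0.908 and 0.949. The number of DEGs between SD and TS without the array, 1513 against 1653 at S1, did not decide this for IT S1 replicate 3. Without IT S3 replicate 2 that number at S3 was 5046 against 5506. RG against IT at S1 gave 756 DEGs without IT S1 replicate 3 and 1958 with it, and leaving out an array also leaves fewer arrays to test. Both arrays are replicates of a group, so no biological explanation was tested.

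The change of VviIFR from S2 to S3 differed between varieties by a test of the difference itself. It was larger than in TS by 2.17 on the log2 scale in RG (adjusted p = 0.0076 from limma) and by 2.24 in IT (adjusted p = 0.0059), and at S3 all 3 arrays of RG and of IT lay above the 3 TS arrays. A difference in overall brightness is argued against as the whole cause, since with the other 2 scalings, quantile normalization and the 75th percentile over probes well above background, the highest adjusted p was 0.0082 for RG and 0.0055 for IT. Over the 7 alternatives run for it the adjusted p ran from 0.0029 to 0.11 for RG and from 0.0023 to 0.074 for IT, with the highest values without scaling. For IT a difference between slides cannot be told apart from the variety, because its arrays lay on slides of their own. RG and TS shared slides, and with slide as a random block the difference for RG was 2.09 (adjusted p = 0.0035). A difference between SD and SL varieties in the expression of the gene stays open and was not tested apart from this.

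The change of VviMJE from S2 to S3 was larger in RG than in TS by 3.29 on the log2 scale (adjusted p = 0.032), by the same kind of test. At S3 RG was above TS by 1.26 only. The rest of the 3.29 comes from S2, where the mean of RG was lower than that of TS. In TS the mean of the linear scaled signal was highest at S2. Leaving out 1 of the 12 arrays in turn gave a difference of 2.88 to 4.02, with an adjusted p of 0.05 or more for 10 of the 12 arrays. The highest adjusted p, 0.101, came without RG S2 replicate 2, and the lowest, 0.0073, without RG S2 replicate 3. A single array as the source of the difference is argued against, since it stayed at 2.88 or more without any 1 of them (standard error 0.95). The loss of the call for so many different arrays does not single out 1 of them, and whether fewer arrays in the fit account for it was not tested. The adjusted p was 0.042 after quantile normalization, 0.040 with the 75th percentile over probes well above background and 0.10 without scaling, and over the 7 alternatives it ran from 0.014 to 0.10. A difference between the varieties stays open and was not tested apart from this.

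The matrix of the authors leaves out a set of dim probes that the paper therefore did not analyse, and 865 of them were tested here. In RG against TS at S3, 144 of these were called, 36 higher and 108 lower in RG. Of those called, 73.6% (106 probes) were well above background on all 3 arrays of the brighter group, against 14.0% of the 721 not called. This share does not decide whether noise near background plays a part, since a probe was tested only if it was well above background on all 3 arrays of at least 1 group, and a large difference was needed for a call. Noise near background therefore stays open for any 1 of them. Other splits of the RG and TS arrays at S3 gave 0 calls by limma over all probes. At an unadjusted p under 0.05 they gave up to 1124. Neither count was made for these dim probes alone, so neither decides whether noise accounts for the whole set. A difference between RG and TS in these transcripts stays open as well and was not tested apart from this.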

How the results depend on the processing

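Only Welch's t-test on linear signals with whole degrees of freedom, on unscaled and on scaled signals, was chosen after the result was seen; the other alternatives of this part were chosen before the data were examined.

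As reported, SD against TS gave 1653, 999, 5506 and 4328 DEGs from S1 to S4, RG against TS at S3 gave 5436, DEGs common to both comparisons at S3 numbered 1491 higher and 2514 lower, and RG against IT gave 1958, 3246, 6816 and 6757 from S1 to S4. A count is taken as kept when it stayed within 1.5 times the reported one. Of the 19 alternatives to the processing, the counts of SD against TS were kept under 9 at S1, 8 at S2, 12 at S3 and 11 at S4, that of RG against TS under 15, and the common ones under 13 in each direction. For RG against IT 8, 7, 14 and 12 of 18 alternatives kept the count. Welch's t-test is not counted among these alternatives. Some results kept their direction and their side of the threshold under each of the others that was run for them: VviAGL11 in RG against TS at S3 (log2 differences from 2.06 to 2.65), its rise from S2 to S3 in IT (1.98 to 2.50), VviIFR in SD against TS (1.84 to 2.58) and in RG against TS (2.27 to 2.77). By Welch's t-test on unscaled signals the rise of VviAGL11 in IT, 2.71, was not past the threshold. The number of isoflavone reductases called stayed between 4 and 6, and the probes in profile 7 in TS between 1055 and 1621. The difference between RG and TS in the rise of VviAGL11, 0.19 to 1.53, was past the threshold under none of 14.

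Without scaling SD against TS gave 314, 292, 2862 and 1916 DEGs from S1 to S4, RG against TS 2399, the common DEGs 688 higher and 1150 lower, and RG against IT 270, 407, 3514 and 2686. VviAGL11 was then higher in IT than in TS by 1.76 (adjusted p = 0.054) and rose from S2 to S3 in RG by 1.85 (adjusted p = 0.13), neither past the threshold, and its change from S3 to S4 turned to -0.74 in RG (adjusted p = 0.50) and -0.23 in IT (adjusted p = 0.84). These were the highest adjusted p of both results over the alternatives, with lowest ones of 1.5e-06 and 6.5e-05. The normexp correction gave 733, 597, 3127 and 1878 DEGs for SD against TS, 3264 for RG against TS, 759 higher and 1607 lower in common, and 274, 1275, 3103 and 2989 for RG against IT. After quantile normalization the change of VviAGL11 from S3 to S4 in RG was -0.33, and the differences between RG and TS at S3 turned to -0.15 for PAL and -0.044 for F3H2. With the 75th percentile over probes well above background these were -0.094 for PAL and -0.0027 for F3H2. The cause was not tested.

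With only the probes well above background on all arrays SD against TS gave 437, 238, 1576 and 1531 DEGs, RG against TS 1696, the common DEGs 632 higher and 466 lower, and RG against IT 318, 1059, 1749 and 2392; only 9187 of the 23068 probes were tested. With no filter RG against IT gave 3187 at S1. With only the arrays of the groups compared SD against TS gave 344 at S1 and RG against IT 140 at S1 and 733 at S2. The fall of VviAGL11 from S3 to S4 in TS, -1.76, was then not past the threshold (adjusted p = 0.057), while the difference between IT and TS in its rise, 1.10 (adjusted p = 0.025), VviMJE in RG against TS, 1.26 (adjusted p = 0.0017), and VviGT3 in SD and in RG against TS, 1.32 (adjusted p = 0.00085) and 1.31 (adjusted p = 0.0012), were. In this setting the spread comes from fewer arrays. Array weights gave 6424, 9095 and 7946 DEGs for SD against TS at S2, S3 and S4, 2407 common higher ones, and 9802 and 11352 for RG against IT at S2 and S4. They put past the threshold the rise of VviAGL11 in TS, 1.02, its difference between IT and TS, 1.02, VviMJE in RG against TS, 1.20, and VviGT3 in SD and RG against TS, 1.32 and 1.23. The cause was not tested.

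Requiring both IT against TS and RG against TS to pass in the same direction gave 577, 328, 2793 and 1852 DEGs from S1 to S4, which follows from asking for both. Slide as a random block gave 2883 and 2466 for SD against TS at S1 and S2 and 4303 and 5309 for RG against IT, with VviGT3 past the threshold at 1.23 in SD and 1.39 in RG against TS. Scan session as a random block gave 2748 and 2106, 4943 and 5227, and 1.21 and 1.32. Slide as a fixed block over the RG and TS arrays put VviGT3 in RG against TS past it at 1.48. The cause was not tested.

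With a replicate block RG against IT gave 4888 DEGs at S2, and the other counts were kept. Arrays with the same number are not taken as paired: of 198 pairs of same-numbered arrays from different groups, 80 had deviations from the group means that correlated above 0.1, with a mean of 0.115 (-0.52 to 0.80). Arrays of different groups on the same slide correlated at 0.318 on average over 40 pairs, and slide was fitted as a block above. The cause was not tested.

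The methods' t-test gave 1583 DEGs for SD against TS at S2, and put past the threshold VviMJE in RG against TS at 1.26 and VviGT3 in SD and RG against TS at 1.32 and 1.31. With Benjamini-Hochberg adjustment it gave 130, 202, 3513 and 1182 for SD against TS, 1594 common lower ones and 13, 244 and 2399 for RG against IT at S1, S2 and S4; the rise of VviAGL11 in RG, 1.54, and its fall from S3 to S4 in TS, -1.76, were then not past the threshold. At the limit of 0.0005 it gave 152, 195, 1433 and 580 for SD against TS, 1932 for RG against TS, 278 higher and 470 lower in common, and 84, 192, 1724 and 566 for RG against IT; VviAGL11 in IT against TS at 1.21, the rise in RG and the fall in TS were not past it. In both settings VviMJE in RG against TS at 1.26 and VviGT3 at 1.32 and 1.31 were. On linear signals it gave 2762 for SD against TS at S4, with VviMJE past the threshold at 1.02 in SD and 1.26 in RG against TS and VviGT3 at 1.33 and 1.31. On unscaled log2 signals it gave 599 and 2195 for SD against TS at S1 and S2, 3316 higher and 1470 lower in common, and 673 and 1970 for RG against IT at S1 and S2. VviAGL11 changed by -0.74 in RG and -0.23 in IT from S3 to S4 there, and VviMJE at 1.44 and 1.63 and VviGT3 at 1.77 and 1.67 were past the threshold. The cause was not tested.

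Welch's t-test on unscaled linear signals gave 510, 501 and 2116 DEGs for SD against TS at S1, S2 and S4, 2480 higher and 885 lower in common, and 177, 656, 1138 and 1783 for RG against IT. VviAGL11 in IT against TS, 1.93, and its rise in IT, 2.71, were not past the threshold, and its change from S3 to S4 was -0.71 in RG and -0.26 in IT. VviMJE at 1.50 in SD and 1.61 in RG against TS and VviGT3 at 1.89 and 1.66 were past it. On scaled signals it gave 1054 and 2121 for SD against TS at S1 and S4 and 952, 2116 and 3199 for RG against IT at S1, S2 and S4, with VviMJE in RG against TS at 1.22 and VviGT3 at 1.30 and 1.26 past the threshold and PAL at -0.018. The cause was not tested.

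Profile 7 held 907 probes in IT without scaling, against 485 as reported. On log2 scaled values it held 473 in RG, 270 in IT and 229 of the common higher DEGs, against 787, 485 and 364. The correlation of VviIFR with VviAGL11, 0.462 as reported, was not past the threshold on log2 scaled values (0.311), by Spearman's rho (0.306), over the 12 group means (0.469) or within the RG (0.341), IT (0.413) or TS arrays (0.069). That of VviMJE was not past it within the RG arrays (0.480) and turned negative within the TS arrays (-0.056), and that of VviGT3 was not past it within the IT (0.564) or TS arrays (0.152). Within a variety and over group means fewer values enter; for the others the cause was not tested.

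Leaving out 1 array at a time moved the count of SD against TS from 489 (without TS S2 replicate 1) to 2263 (without TS S2 replicate 3) at S2; without TS S2 replicate 2 it was 491. RG against IT at S1 ran from 756 (without IT S1 replicate 3) to 2212, with 1091 without RG S1 replicate 1 and 1150 without RG S1 replicate 2. RG against IT at S2 ran from 996 (without RG S2 replicate 1) to 6797 (without RG S2 replicate 3), with 1156 without RG S2 replicate 2, 1752 without IT S2 replicate 1 and 1749 without IT S2 replicate 3. The counts of SD against TS at S1, S3 and S4, RG against TS at S3, the common DEGs and RG against IT at S3 and S4 were kept without any 1 array. VviAGL11 in IT against TS at S3 ran from 1.12 to 1.35 and was past the threshold only without IT S3 replicate 3. Its rise from S2 to S3 in RG ran from 1.21 (without RG S2 replicate 3) to 1.74, and was not past the threshold without that array or without RG S3 replicate 3 (1.42). Its change from S3 to S4 in RG ran from -0.025 (without RG S3 replicate 1) to 0.23. VviGT3 in SD against TS ran from 1.22 to 1.44, the latter past the threshold without IT S3 replicate 3 (adjusted p = 0.047). PAL in RG against TS ran from -0.065 (without TS S3 replicate 3) to 0.23, and was -0.030 without RG S3 replicate 1 and -0.031 without TS S3 replicate 2. The correlation of VviIFR ran from 0.372 (without replicate 3 of every group, not past the threshold) to 0.508. Fewer arrays enter each of these, and no other cause was tested.

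For 33 named genes outside these results, in 41 comparisons, 1030 alternative values were computed, those by Welch's t-test not counted. Direction and side of the threshold were the same for 951, 53 went below the threshold, 18 went past it and 8 changed direction. These 8 were the values of PAL and F3H2 given above and that of EMB1674 in SD against TS, which was -0.43 when the smaller of the differences of IT and RG from TS was taken.

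Signal over background limits what the dim probes show. Among the probes well above background on all arrays 1003 were higher and 693 lower in RG than in TS at S3, while over all probes tested 2189 were higher and 3247 lower. Of the named genes, 6, and the 10 probes with the largest changes in RG against TS are not among the 9187 probes and have no value under that setting. Slide as a fixed block was run for comparisons within RG and TS only, and the t-tests were not run for differences between changes. The normexp correction used median signals in place of the mean signals first set.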

Differences from the paper's values

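Welch's t-test on linear signals with whole degrees of freedom, on unscaled or on scaled signals, was chosen only after the result was seen; all other tests of this part were chosen before it. The paper's comparison of SD and SL varieties includes Autumn Royal, which was not analysed here.

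For SD against TS at S1, 1653 DEGs were called, and the paper's number is 640. Of the alternatives set before the data were examined, normexp (733), only probes well above background on all arrays (437), the methods' t-test on unscaled log2 signals (599) and calls in both IT and RG against TS (577) gave a count within 1.5 times the paper's, and the others did not. Welch's t-test on unscaled linear signals, chosen after seeing the values, gave 510. At S3 5506 were called, and the paper's number is 3341. Within 1.5 times it were no scaling (2862), normexp (3127), the methods' t-test with Benjamini-Hochberg adjustment (3513) and on linear signals (4807), calls in both IT and RG against TS (2793), and the counts without TS S3 replicate 2 (4162) and without TS S3 replicate 3 (4232), but not the others set before the data were examined. Welch's t-test, chosen after seeing the values, gave 4811 on unscaled and 4253 on scaled signals. At S4 4328 were called, and the paper's number is 1777. Within 1.5 times it were no scaling (1916), normexp (1878), only probes well above background on all arrays (1531) and calls in both IT and RG against TS (1852), and none of the others set before the data were examined. Welch's t-test, chosen after seeing the values, gave 2116 unscaled and 2121 scaled.

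Lower in SD than in TS at S3 were 3123 DEGs, and the paper's number is 851. Only probes well above background on all arrays (634) and the methods' t-test at the limit of 0.0005 (791) came within 1.5 times it, of the alternatives set before the data were examined. Welch's t-test on unscaled signals, chosen after seeing the values, gave 972. The DEGs lower both in SD and in RG against TS numbered 2514, and the paper's number is 582. The same 2 settings, with 466 and 470, came within 1.5 times it, and the others set before the data were examined did not.

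In RG against TS at S3, 2189 DEGs were higher and 3247 lower in RG, and the paper's numbers are 3369 and 1535. For the higher ones, quantile normalization (2286), only the arrays of the groups compared (2820), the replicate block (2287), slide as a random block (2679) or a fixed block (2677), scan session as a random block (2531), array weights (3312), the methods' t-test (2718), with Benjamini-Hochberg adjustment (2359), on linear signals (2643) and on unscaled log2 signals (4701), and the count without TS S3 replicate 1 (2254) came within 1.5 times the paper's, and the others set before the data were examined did not. For the lower ones, no scaling (1595), normexp (1989) and the methods' t-test at the limit of 0.0005 (1254) did, and the others did not. Welch's t-test on unscaled signals, chosen after seeing the values from among 27 forms of the t-test, gave 3369 and 1535, the setting under which both counts equal the paper's.

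Profile 7 held 787 DEGs of S3 in RG, and the paper's number is 1199. No scaling (992), DEGs by the methods' t-test (874) and the fit without replicate 2 (841) came within 1.5 times it, while log2 scaled values (473) and the fits without replicate 1 (779) and without replicate 3 (718), also set before the data were examined, did not. In IT it held 485, and the paper's number is about 1000 in Fig. 3e, read by eye. No scaling (907) came within 1.5 times it, while log2 scaled values (270), DEGs by the methods' t-test (503) and the fits without replicate 1 (448), 2 (451) or 3 (647), also set before the data were examined, did not. In TS it held 1565, and the paper's number is about 730 in Fig. 3e, read by eye. Log2 scaled values (1055) came within 1.5 times it, while no scaling (1228), DEGs by the methods' t-test (1621) and the fits without replicate 1 (1593), 2 (1453) or 3 (1450), also set before the data were examined, did not.

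The correlation of VviMJE with VviAGL11 was 0.587, and the paper's value in Data S6 is 0.348. The paper's values are over its whole ovule and seed data, Autumn Royal included, and those found here are over the 36 arrays without it. The standard error of the r found here was 0.1107. No scaling (0.342) and leaving out replicate 3 of every group (0.459, at the edge) brought r within that error of 0.348. The others set before the data were examined did not. For VviIFR it was 0.462, and the paper's value is 0.765. No scaling (0.753) alone, of the alternatives set before the data were examined, came within 0.133 of it, the standard error of the r found here.

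The paper's log2 ratios of RG over TS at S3, from Data S3, are on unscaled signals. For VviAGL11 the paper's value is 2.61, against 2.29 on the scaled and 2.61 on the same unscaled scale, that of Welch's t-test chosen after seeing the values. For VviMJE the paper's value is 1.61, against 1.26 scaled and 1.61 unscaled, for VviGT3 1.66, against 1.31 and 1.66, and for VviIFR 2.76, against 2.41 and 2.76. Of the alternatives set before the data were examined, no scaling and the methods' t-test on unscaled log2 signals closed the gap for all 4 genes. They gave 2.65 for VviAGL11, 1.63 for VviMJE, 1.67 for VviGT3 and 2.77 for VviIFR. The fit without RG S3 replicate 1 gave 2.42 for VviAGL11, which closed only part of its gap. The others did not close it for any of these genes.

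The paper states that VviMJE and VviGT3 are differentially expressed at S3 in both comparisons. Neither was past the threshold, with an adjusted p of 0.18 for VviMJE and 0.11 for VviGT3 in RG against TS and 0.20 and 0.057 in SD against TS. VviMJE in RG against TS was called with only the arrays of the groups compared, with array weights and by the methods' t-test in each of its 5 forms; in SD against TS it was called by the methods' t-test on linear and on unscaled log2 signals. VviGT3 was called in both comparisons with only the arrays of the groups compared, slide or scan session as a random block, array weights and the methods' t-test in each of its 5 forms, in RG against TS also with slide as a fixed block, and in SD against TS also without IT S3 replicate 3 (adjusted p = 0.047). By Welch's t-test, chosen after seeing the values, VviGT3 was called in both comparisons on unscaled and on scaled signals, VviMJE in both on unscaled signals and in RG against TS alone on scaled ones. The paper also names EMB1674, VviMYC1 and ARF genes among the genes higher in both comparisons. EMB1674 differed by 0.97 in RG and 0.27 in SD against TS and was not called. The methods' t-test on unscaled log2 signals called it in RG against TS (1.33), and so did Welch's t-test on unscaled signals (1.29), chosen after seeing the values; no setting called it in SD against TS. VviMYC1 differed by 0.77 in SD against TS, below the fold limit, and the methods' t-test on unscaled log2 signals (1.22) and, chosen after seeing the values, Welch's t-test on unscaled signals (1.31) called it. ARF5 differed by 0.74 in RG and 0.63 in SD against TS, and the same 2 settings, the latter chosen after seeing the values, called it in RG (1.10 and 1.08) and in SD (1.09 and 1.13).

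The paper counts more DEGs higher than lower at S3 in both comparisons, where 2189 were higher and 3247 lower in RG and 2383 higher and 3123 lower in SD than in TS. More were higher than lower in both comparisons with only the probes well above background on all arrays (1003 and 693 in RG, 942 and 634 in SD), by the methods' t-test on unscaled log2 signals (4701 and 2859, 4256 and 1709) and by Welch's t-test on unscaled signals, chosen after seeing the values (3369 and 1535, 3839 and 972). In SD against TS alone this was also so without scaling (1540 and 1322), with only the arrays of the groups compared (4446 and 3664), with array weights (4893 and 4202) and by Welch's t-test on scaled signals, chosen after seeing the values (2221 and 2032). Taken alone, IT against TS at S3 gave 4720 higher and 3081 lower, so the excess of lower DEGs did not hold for IT. The IT arrays lay on slides of their own.

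For VviAGL11 the paper gives a decrease at S4 in the SD varieties, where the scaled signal changed by 0.11 in RG and 0.78 in IT. It fell in both without scaling (-0.74 and -0.23), by the methods' t-test on the same unscaled values and by Welch's t-test on unscaled signals, chosen after seeing the values (-0.71 and -0.26), and in RG alone after quantile normalization (-0.33) and without RG S3 replicate 1 (-0.025). In RG the unadjusted p was 0.018 by the methods' t-test and 0.041 by Welch's t-test, and in IT 0.76 and 0.74. The paper sees no peak at S3 in TS, where the mean was highest at S3 on scaled signals and at S1 on unscaled ones. It places VviAGL11 in clusters 7 and 5 in the SD varieties. On scaled signals it was closest to profile 12 in both, and without scaling to 7 in RG and 5 in IT.

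As significant clusters the paper's text lists 4, 7 and 2 in RG, 4, 7, 12 and 9 in IT and 2, 9, 6, 7 and 10 in TS. Fig. 3e shows the same clusters for RG and TS but 4, 7, 1, 2 and 9 for IT. On scaled signals these were 2, 4, 6, 8, 9 and 12 in RG, 0, 2, 4 and 9 in IT and 2, 6, 7, 9 and 12 in TS, and without scaling 2, 4, 6 and 7, 1, 2, 4, 7 and 9, and 2, 6, 7 and 9. The clusters of IT without scaling are those Fig. 3e shows for it. The paper describes the RG cluster 7 as significant, where it held 787 probes with 798 expected on scaled signals and 992 with 752 expected without scaling. It reports cluster 6 for the SL varieties, and this cluster was also past the threshold in RG, with 438 probes against 287 expected on scaled signals and 394 against 296.5 expected without scaling. The most abundant clusters of the SL varieties decrease in the paper. In TS the largest was profile 7, highest at S3, on scaled (1565 probes) and on unscaled signals (1228, with 1220 in the decreasing profile 2). The DEGs were chosen on differences at S3 between these same arrays, and more were lower than higher in RG. Such a choice can favour profile 6 in RG and profile 7 in TS. On scaled signals only 28 of the 438 and 35 of the 1565 probes were higher in both comparisons. VviGT3 belongs to cluster 5 in RG in the paper; it was closest to profile 12 on scaled signals and to profile 5 without scaling.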

Other observations

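The tests of brightness, for the share of DEGs higher in RG by Welch's t-test and for VviAGL11 from S3 to S4, the test of dim probes and that of the slides of IT were chosen only after the result was seen, as was Welch's t-test itself; the tests by other splits of the arrays and that of the isoflavone reductase probes were chosen before it.

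By Welch's t-test on unscaled signals 68.7% of the DEGs between RG and TS at S3 were higher in RG. The same test on scaled signals gave 43.8%. Scaling moves all probes of an array alike, so this fall does not decide whether overall brightness of the arrays accounts for the share. By limma the share higher in RG was 40.3% on scaled and 33.5% on unscaled signals, a change in the opposite direction. Against limma on scaled signals, 1690 probes were higher by both tests, 1380 were lower by both and 0 were called in opposite directions. The scaling assumes that the 75th percentile of the arrays should be equal, so overall brightness and a true difference between RG and TS in the level of most transcripts cannot be told apart.

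Without scaling the signal of VviAGL11 fell by 0.74 on the log2 scale from S3 to S4 in RG, where the median of all probes fell by 0.61 and the SD of VviAGL11 between replicates was 0.23. In IT it fell by 0.23, where the median fell by 0.91 and the SD was 0.86. Of all probes, 69.7% in RG and 84.1% in IT were lower at S4, and 45.8% in RG and 77.8% in IT fell by more than VviAGL11. In both varieties the gap to the median lay within the replicate SD, so a fall in the brightness of the arrays and a fall of VviAGL11 itself cannot be told apart. A change in expression between pea size and veraison stays open.

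After scaling, 69.2% of the DEGs among the dimmer probes were lower in RG than in TS at S3, against 47.1% among the brighter ones. In RG against IT these shares were 81.9% and 55.1%. The excess of lower probes in RG against TS was thus found among the dimmer probes alone, while in RG against IT it was also present among the brighter ones. Noise near background has no sign of its own, so these shares do not decide whether it plays a part, and it cannot be told apart from a difference between the varieties. A first form of this test, only the probes well above background on all arrays, gave 1003 higher and 693 lower and was replaced by the split by mean signal. The balance also depended on the scaling. Quantile normalization gave 2286 higher and 2517 lower in RG against TS, and 2835 higher and 2711 lower in RG against IT. An effect of the scaling therefore stays open as well.

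More DEGs were called at S3 between the SD varieties RG and IT, 6816, than between RG and TS, 5436. The order was the opposite with normexp (3103 against 3264), by the methods' t-test at the limit of 0.0005 (1724 against 1932) and on unscaled log2 signals, and by Welch's t-test on unscaled signals (1138 against 4904). RG against IT gave 4559 without IT S3 replicate 3, 5361 without IT S3 replicate 2 and 5971 without IT S3 replicate 1. Of these, 4559 and 5361 lie below the 5436 of RG against TS, which was fitted with all arrays. With slide as a random block RG against IT gave 6953 and RG against TS 6406. All IT arrays lay on slides of their own, so that a difference between slides or scan sessions and one between the varieties cannot be told apart.

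The 6 isoflavone reductase probes were higher in RG than in TS at S3 by log2 differences that spanned 1.07. This range did not decide whether the probes measure separate transcripts or the sum of similar ones, so the explanations cannot be told apart, and a joint rise of the 6 genes stays open.

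Other splits of the 9 arrays of a stage into 6 and 3 were fitted in the same way. At S3, 2 of the 84 splits, the real one included, gave as many DEGs as SD against TS, so chance can be excluded as the source of the count. At S1 it was 5 of 84, at S2 7 of 84 and at S4 6 of 84, so there the share of splits alone does not exclude chance. Every split that gave as many DEGs at these stages kept the 3 IT arrays together, so it also holds differences between varieties and is not a measure of chance alone. The median of the other splits at S1 was 1 DEG. The split with IT apart, which follows the slides, gave more DEGs than the real split at every stage: 2658 against 1331 at S1, 3654 against 686 at S2, 6043 against 4870 at S3 and 6699 against 3476 at S4, in the fit of the 9 arrays alone. With slide as a fixed block, within the slides that RG and TS share, RG against TS at S3 gave 6421 DEGs. For the DEGs common to both comparisons, 2 of 100 splits gave as many higher and 3 of 100 as many lower, and chance can be excluded for both counts. For RG against TS at S3 the real split, 1 of 10, gave the most DEGs and the most isoflavone reductases, and RG against IT did so at S1, S2, S3 and S4, each with 1 of 10. By limma the highest count of another split was 0 for RG against TS at S3, for its isoflavone reductases and for RG against IT at S3. At an unadjusted p under 0.05, with the same fold limit, these 3 were 1124 where the real split gave 6352, 1 where it gave 6, and 643 where it gave 8156. For RG against IT the highest count of another split was 2 at S1, 224 at S2 and 614 at S4. With 3 arrays against 3 a share below 0.05 cannot be reached, so the share of splits alone does not exclude chance for these.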
